# Derepression of inflammation-related genes link to microglia activation and neural maturation defect in a mouse model of Kleefstra syndrome

**DOI:** 10.1016/j.isci.2021.102741

**Published:** 2021-06-17

**Authors:** Ayumi Yamada, Takae Hirasawa, Kayako Nishimura, Chikako Shimura, Naomi Kogo, Kei Fukuda, Madoka Kato, Masaki Yokomori, Tetsutaro Hayashi, Mana Umeda, Mika Yoshimura, Yoichiro Iwakura, Itoshi Nikaido, Shigeyoshi Itohara, Yoichi Shinkai

**Keywords:** Pathophysiology, Behavioral neuroscience, Molecular neuroscience, Developmental neuroscience

## Abstract

Haploinsufficiency of *EHMT1*, which encodes histone H3 lysine 9 (H3K9) methyltransferase G9a-like protein (GLP), causes Kleefstra syndrome (KS), a complex disorder of developmental delay and intellectual disability. Here, we examined whether postnatal supply of GLP can reverse the neurological phenotypes seen in *Ehmt1*^Δ/+^ mice as a KS model. Ubiquitous GLP supply from the juvenile stage ameliorated behavioral abnormalities in *Ehmt1*^Δ/+^ mice. Postnatal neuron-specific GLP supply was not sufficient for the improvement of abnormal behaviors but still reversed the reduction of H3K9me2 and spine number in *Ehmt1*^Δ/+^ mice. Interestingly, some inflammatory genes, including *IL-1β (Il1b)*, were upregulated and activated microglial cells increased in the *Ehmt1*^Δ/+^ brain, and such phenotypes were also reversed by neuron-specific postnatal GLP supply. *Il1b* inactivation canceled the microglial and spine number phenotypes in the *Ehmt1*^Δ/+^ mice. Thus, H3K9me2 and some neurological phenotypes are reversible, but behavioral abnormalities are more difficult to improve depending on the timing of GLP supply.

## Highlights

• Activated microglias increase in a *Ehmt1*^Δ/+^ mouse model of Kleefstra syndrome
• Diminished H3K9me2 in *Ehmt1*^Δ/+^ mouse neurons is reversed by post-natal GLP supply
• GLP supply from the juvenile stage can improve abnormal behaviors of *Ehmt1*^Δ/+^ mice
• *Il1b* KO cancelles the microglial and spine number phenotypes in the *Ehmt1*^Δ/+^ mice

## Introduction

Kleefstra syndrome (KS), also known as 9q.34.3 deletion syndrome, is a rare genetic disorder characterized by developmental delay, intellectual disability, and autistic-like features (Kleefstra and de Leeuw, 2010). KS is caused by haploinsufficiency of the gene named euchromatic histone lysine methyltransferase 1 (*EHMT1*) (Iwakoshi et al., 2004; Kleefstra et al., 2006) which encodes a lysine methyltransferase G9a-like protein (GLP) (also known as KMT1D). GLP forms a complex with another lysine methyltransferase G9a (also known as EHMT2 or KMT1C), and this heteromeric complex regulates histone H3 lysine 9 dimethylation (H3K9me2), which is a well-conserved epigenetic mark (epigenome) (Shinkai and Tachibana, 2011). Our knowledge of how *EHMT1* haploinsufficiency causes KS is still very limited; thus, designing a causal treatment protocol remains challenging. KS is a complex neurodevelopmental disorder comprising many neuropsychiatric and somatic phenotypes that differ as one ages along the lifespan (Stewart and Kleefstra, 2007; Willemsen et al., 2012). Some of the phenotypes can be treated for improvement or managed, but development of more fundamental treatment methods is still essential. To design such a treatment strategy, it is critical to know how much *EHMT1* haploinsufficiency-mediated KS phenotypes can be reversed or suppressed by postnatal supply of *EHMT1* or the correction of epigenome dysregulation. If insufficient GLP lysine methyltransferase activity is essential for the majority of KS phenotypes, manipulation of epigenome regulation is a reasonable direction for future KS treatment. *Ehmt1* heterozygous knockout (KO) (*Ehmt1*^Δ/+^) or neuron-specific *Ehmt1* KO mice show hypoactivity and autistic-like features of KS, although brain development and architecture are grossly normal (Balemans et al., 2010; Schaefer et al., 2009). Although a previous study in a *Drosophila* model of KS (a fly mutant of *EHMT*; an ortholog of mammalian *EHMT1* or *EHMT2*) showed that defects in cognitive capabilities (memory) can be restored by *EHMT* re-expression during adulthood (Kramer et al., 2011), similar studies in mammalian models of KS have not been reported. In this study of *Ehmt1*^Δ/+^ mice as a KS model, we investigated whether neurological phenotypes, including abnormal behaviors of *Ehmt1*^Δ/+^ mice, can be reversed by postnatal GLP supply. In addition, we showed that neural inflammation may play a role in the molecular pathology of *Ehmt1*^Δ/+^ mouse brains.

## Results

### Postnatal GLP supply to the entire brain from the juvenile stage can improve abnormal behaviors of *Ehmt1*^Δ/+^ mice

Before we examined whether postnatal GLP supply can rescue KS phenotypes, we first confirmed that *Ehmt1* haploinsufficiency impacts H3K9me2 in the brain at a global level. It has been reported that H3K9me2 immunostaining signals decreased in *Ehmt1*^Δ/+^ brain sections (Benevento et al., 2016) and that the levels of H3K9me2 and GLP/EHMT1 expression diminished in *in vitro* induced neurons derived from induced pluripotent stem (iPS) cells originating from patients with KS (Frega et al., 2019). As shown in Figure 1A, the amount of GLP in the *Ehmt1*^Δ/+^ brain decreased to ∼60% of that in the wild-type (WT). The amount of G9a also diminished to ∼80% of the WT level, which is consistent with the finding that GLP stabilizes G9a protein (Tachibana et al., 2005). The global level of H3K9me2 in the *Ehmt1*^Δ/+^ brain also diminished to ∼70% of that in the WT brain (Figure 1A).

**Figure 1:**
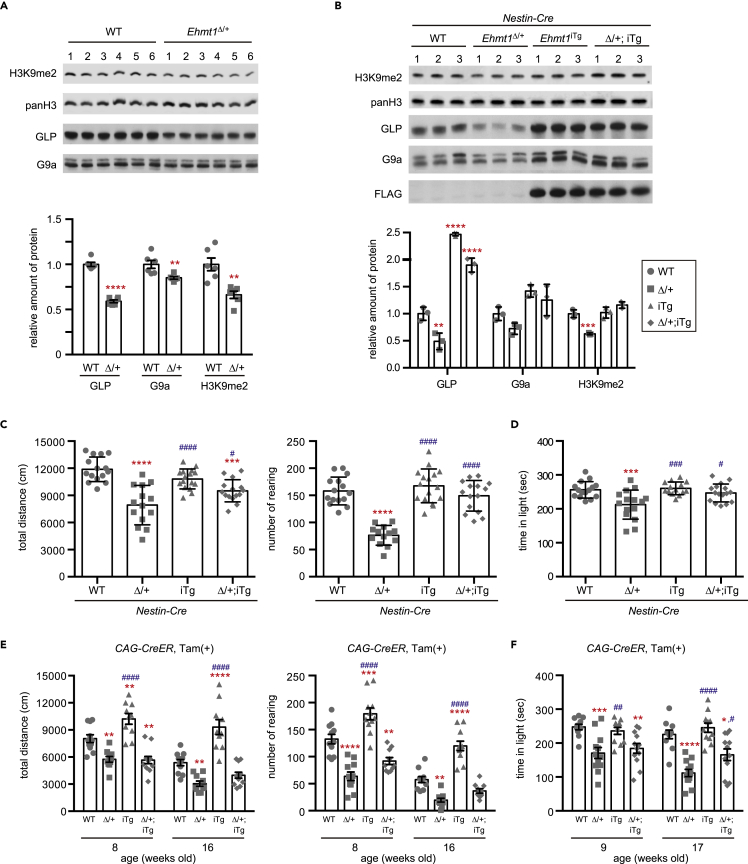
GLP supply to brain from a prenatal stage or postnatal whole body can improve abnormal behaviors in *Ehmt1*^Δ/+^ mice (A) Western blot analysis of GLP, G9a, and Histone H3K9me2 in wild-type (WT, circle) and *Ehmt1*^Δ/+^ (Δ/+, square) mouse brain lysate (8 weeks old). H3K9me2 level and amount of G9a and GLP were normalized with pan Histone H3. Normalized individual data was calculated as the mean of WT as 1 and plotted with mean ± SD (n = 6). ^∗∗^p < 0.01, ^∗∗∗∗^p < 0.0001 (vs WT), unpaired t test. (B) Western blot analysis of GLP, G9a, FLAG (FLAG-GLP), Histone H3K9me2, and pan Histone H3 in brain lysate of wild-type (WT, circle), *Ehmt1*^Δ/+^ (Δ/+, square), *Ehmt1* iTg (iTg, up triangle) and *Ehmt1*^Δ/+^; iTg (Δ/+; iTg, diamond) with *Nestin-Cre* (16 weeks old). Protein amount of GLP, G9a, and H3K9me2 level was normalized with pan Histone H3. Normalized individual data calculated as the mean of WT as 1 was plotted with mean ± SD (n = 3). ^∗∗^p < 0.01, ^∗∗∗^p < 0.001 and ^∗∗∗∗^p < 0.0001 (vs WT), One-way ANOVA. (C) Open field test of wild-type (WT, circle), *Ehmt1*^Δ/+^ (Δ/+, square), *Ehmt1* iTg (iTg, up triangle), and *Ehmt1*^Δ/+^; iTg (Δ/+; iTg, diamond) with *Nestin-Cre* mice was performed at 6 weeks old. Total distance (cm) (left) and the rearing number (right) were shown as mean ± SD (n = 14–16). ^∗∗∗^p < 0.001, ^∗∗∗∗^<0.0001 (vs WT) and ^#^p < 0.05, ^####^p < 0.0001 (iTg or Δ/+; iTg vs *Ehmt1*^Δ/+^), One-way ANOVA. (D) Light/dark test of *Nestin-Cre* mouse group (7 weeks old). Staying time in light (sec) was shown as mean ± SD. ^∗∗∗^p < 0.001 (vs WT) and ^#^p < 0.05, ^###^p < 0.001 (iTg or Δ/+; iTg vs *Ehmt1*^Δ/+^), One-way ANOVA. (E) Open field test of wild-type (WT, circle), *Ehmt1*^Δ/+^ (Δ/+, square), *Ehmt1* iTg (iTg, up triangle) and *Ehmt1*^Δ/+^; iTg (Δ/+; iTg, diamond) with *CAG-CreER* mice treated with Tam at 3 and 4 weeks old (n = 9–12) was examined at 8 or 16 weeks old. Total distance (cm) (left) and the rearing number (right) were shown as mean ± SD (n = 7–9). ^∗∗^p < 0.01, ^∗∗∗^p < 0.001 and ^∗∗∗∗^p < 0.0001 (vs WT), ^####^p < 0.0001 (iTg or Δ/+; iTg vs Δ/+), repeated two-way ANOVA. (F) Light/dark test of *CAG-CreER* mouse group was analyzed at 9 weeks old or 17 weeks old. Staying time in light (sec) was shown as mean ± SD. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ^∗∗∗∗^p < 0.0001 (vs WT) and ^#^p < 0.05, ^##^p < 0.01 and ^####^p < 0.0001 (iTg or Δ/+; iTg vs Δ/+), repeated two-way ANOVA. See also Figures S1, S2, and S6.

We first examined whether exogenous GLP supply from the embryonic stage could rescue the diminished H3K9me2 and abnormal behavioral phenotypes of *Ehmt1*^Δ/+^ mice. To address this issue, we utilized the conditional FLAG-tagged GLP-inducible line, *Rosa26-CAG-FLAG-Ehmt1* transgenic (Tg) (*Ehmt1 iTg*), in which FLAG-GLP expression was induced once Cre recombinase was expressed in the nucleus (Figure S1A) (Deguchi et al., 2013). Using the different Cre or inducible Cre Tg lines, GLP expression can be controlled in a tissue-specific and time-dependent manner. We first used *Nestin-Cre* Tg mice as a Cre driver, in which Cre is expressed in neural stem cells from the prenatal stage (Isaka et al., 1999). FLAG-GLP was detected in both neural and non-neural cells in *Ehmt1 iTg* mice brains (Figure S1B). We analyzed H3K9me2 levels in brain lysates from these lines, and reduced H3K9me2 in *Ehmt1*^Δ/+^ mice was recovered by GLP re-expression in *Ehmt1*^Δ/+^; *iTg* mice (Figure 1B). We performed behavioral tests with *Nestin-Cre* mice (Figures 1C and 1D). It has been reported that *Ehmt1*^Δ/+^ mice show abnormal behaviors, such as reduced locomotor activity and elevated anxiety (Balemans et al., 2010; Schaefer et al., 2009), and we also confirmed the same phenotypes in *Ehmt1*^Δ/+^ mice. Behaviors of *Ehmt1*^Δ/+^; *iTg* with *Nestin-Cre* mice were clearly improved or rescued at the wild-type level. The results demonstrated that the diminished H3K9me2 and KS-like abnormal behavioral phenotypes of the *Ehmt1*^Δ/+^ mice could be reversed if the GLP was supplied to the brain from the prenatal stage and also indicated that the abnormal behavioral phenotypes were mostly caused by haploinsufficiency of *Ehmt1* in the brain.

Since we learned that sufficient supply of GLP into neural cells from the embryonic stage could rescue the behavioral phenotypes of the *Ehmt1*^Δ/+^ mice, we next addressed how much the abnormal behavioral and hypo H3K9me2 phenotypes of the *Ehmt1*^Δ/+^ mice could be rescued by postnatal GLP supply. To address this problem, we first used *CAG-CreER* Tg mice as Cre drivers. Administration of the estrogen analog, tamoxifen (Tam) could induce the translocation of the Cre-ER protein from the cytoplasm to the nucleus; thus, we could express FLAG-GLP in the whole body at any time by Tam treatment. We treated these mice with Tam at 3 to 4 weeks of age (once a week, two times) and confirmed FLAG-GLP expression in more than 85% of both NeuN+ and NeuN- cells by immunostaining of *Ehmt1* iTg; *CAG-CreER* mouse brain at 1 week after the second Tam treatment (Figure S2A). H3K9me2 levels were clearly recovered by the expression of FLAG-GLP at 5 weeks of age (Figure S2B). When we performed behavioral tests at 8–9 weeks of age (4–5 weeks after the Tam treatment), somehow FLAG-GLP-supplied WT mice (iTg) showed a hyperactive phenotype (Figure 1E). In contrast, we did not observe any recovery of abnormal behaviors (hypoactive and anxiety phenotypes) of the *Ehmt1*^Δ/+^ condition by the FLAG-GLP supply (Figure 1E, left panel for total distance and right panel for the rearing number by the open-field test; Figure 1F, for staying time in the light area by the light and dark test). However, the abnormal behaviors improved when we examined these mice again at 16–17 weeks of age (2 months after the Tam treatment) (Figures 1E and 1F). The mean value of the total distance and the rearing number of *Ehmt1*^Δ/+^; iTg with *CAG-CreER* Tg mice were still smaller than those of WT mice (WT vs. Δ/+; iTg), but the difference was not statistically significant (Figure 1E, 16 weeks old). Furthermore, the mean duration of stay in the light area of *Ehmt1*^Δ/+^; iTg with *CAG-CreER* Tg mice was still significantly different from that of WT mice (WT vs. Δ/+; iTg) (p < 0.05), but this was also significantly different from that of the *Ehmt1*^Δ/+^ mice (Δ/+ vs. Δ/+; iTg) (p < 0.05) (Figure 1F, 17 weeks old).

### Postnatal supply of GLP can reverse H3K9me2 levels in post-mitotic neurons of *Ehmt1*^Δ/+^ mice

Whole-body postnatal GLP supply from the juvenile stage clearly improved abnormal behavior in *Ehmt1*^Δ/+^ mice. Thus, we next limited the GLP supply only to the forebrain neurons to evaluate whether both neuron and non-neural cells were required for rescue. For this purpose, we used *CamKII-CreER* Tg as a Cre driver, in which the Cre-ER fusion protein is specifically expressed in the postnatal forebrain neurons (Erdmann et al., 2007). We administered Tam at the same timing for the *CAG-CreER* Tg series (3–4 weeks old) and analyzed the expression of FLAG-GLP in the brain at 8 weeks of age. As shown in Figures 2A and S2C, >80% and almost all NeuN+ neurons showed FLAG+ in the cortex and hippocampus of *Ehmt1*^Δ/+^; *Ehmt1 iTg* (Δ/+; iTg) with *CamKII-CreER* Tg mice, respectively. After Tam induction, total GLP amounts (endogenous and FLAG-exogenous) in NeuN+ cells were 1.4–1.6 times more than that in WT but were not affected in GFAP+ cells (Figure S2D). Subsequently, we checked the level of H3K9me2 in *Ehmt1*^Δ/+^ NeuN+ neurons and GFAP+ astrocytes in the frontal cortex of the FLAG-GLP-induced mice at 8 weeks of age (4 weeks after Tam treatment). As shown in Figures 2B and S3A, the H3K9me2 levels in *Ehmt1*^Δ/+^(Δ/+) neurons (NeuN+) and astrocytes (GFAP+) were lower than those in their WT littermates, and FLAG-GLP expression induced by *CamKII-CreER* Tg with Tam increased H3K9me2 signals in the neurons almost similar to the WT level but not in the astrocytes of *Ehmt1*^Δ/+^; *Ehmt1 iTg* mice (Δ/+; iTg). Collectively, these results indicate that GLP (probably a G9a/GLP complex)-mediated H3K9me2 can be induced in terminally differentiated postmitotic neuronal cells.

**Figure 2:**
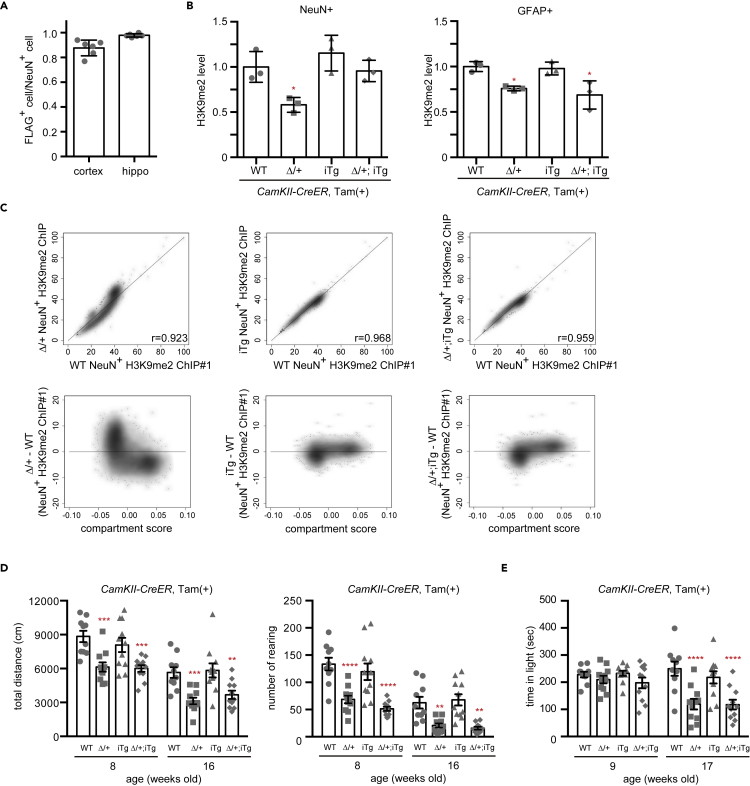
Postnatal neuron-specific GLP supply can reverse diminished H3K9me2 in postmitotic neurons of *Ehmt1*^Δ/+^ mice, but is not enough to rescue abnormal behaviors (A) *Ehmt1* iTg (iTg) with *CamKII-CreER* mice were treated with Tam at 3 and 4 weeks old and dissected at 8 weeks old followed by IHC analysis. Ratio of FLAG+ cells in NeuN+ cells in cortex or hippocampus (hippo) was shown as mean ± SD (n = 6). (B) Wild type (WT, circle), *Ehmt1*^Δ/+^ (Δ/+, square), *Ehmt1* iTg (iTg, up triangle) and *Ehmt1*^Δ/+^; iTg (Δ/+; iTg, diamond) with *CamKII-CreER* mice were treated with Tam at 3 weeks old and dissected at 8 weeks old followed by IHC analysis. H3K9me2 level of NeuN+ or GFAP+ cells (counted 40 cells per animal for NeuN+ or GFAP+ cells, respectively) in the frontal cortex was normalized with pan H3 staining and calculated with the mean of WT as 1. The graph showed individual data for each animal and mean ± SD (n = 3). One-way ANOVA test. ^∗^p < 0.05 (vs WT). (C) H3K9me2 ChIP-seq analysis was carried out using NeuN+ nuclear fraction prepared from WT, Δ/+, iTg and Δ/+; iTg mice cortex (Tam treatment at 3 weeks old, and dissection at 12 weeks old). H3K9me2 ChIP-seq reads per million (RPM) in 80 kb window (Δ/+, iTg or Δ/+; iTg vs WT) are shown and Pearson's R value is stated at the right bottom corner (upper panels). Lower panels show a scatterplot with compartment score on the X axis and H3K9me2 change in each sample on the Y axis. Positive and negative compartment score are defined as A and B compartment. The A compartment was found to be associated with open chromatin and the B compartment with closed chromatin (Lieberman-Aiden et al., 2009). (D) Open field test of wild-type (WT, circle), *Ehmt1*^Δ/+^ (Δ/+, square), *Ehmt1* iTg (iTg, up triangle), and *Ehmt1*^Δ/+^; iTg (Δ/+; iTg, diamond) with *CamKII-CreER* mice treated with Tam at 3 and 4 weeks old (n = 9–12) was examined at 8 or 16 weeks old. Total distance (cm) (left) and the rearing number (right) during 20 min test were shown as mean ± SD. ^∗∗^p < 0.01, ^∗∗∗^p < 0.001 and ^∗∗∗∗^p < 0.0001 (vs WT), repeated two-way ANOVA. (E) Light/dark test was subjected at 9- and 17-week-old mice shown in (D). Staying time in light (sec) was shown as mean + SD. ^∗^p < 0.05 and ^∗∗∗∗^p < 0.0001 (vs WT), repeated two-way ANOVA. See also Figures S2–S4 and S6 and Table S1.

Although the levels of H3K9me2 in *Ehmt1*^Δ/+^ neurons were reversed by GLP supply, genome-wide H3K9me2 distribution of the rescued *Ehmt1*^Δ/+^ neurons might be different from that of the WT population. Therefore, we induced FLAG-GLP expression with Tam at 3–4 weeks of age, isolated NeuN+ nuclei from the frontal cortex at 12 weeks of age, and performed chromatin immunoprecipitation sequencing (ChIP-seq) analysis. In *Ehmt1*^Δ/+^ NeuN+ nuclei, H3K9me2 levels decreased in the low-to-middle H3K9me2 chromatin regions and increased in the high H3K9me2 regions compared to that in WT NeuN+ nuclei chromatin (Figure 2C upper left panel and Table S1). Furthermore, compartment score analysis showed that decreased H3K9me2 chromatin regions in the *Ehmt1*^Δ/+^ NeuN+ nuclei were in the A compartment (positive compartment score regions), representing euchromatic regions; and that oppositely increased H3K9me2 regions are in the B compartment (negative compartment score regions), showing heterochromatic regions (Figure 2C lower left panel). Moreover, the *Ehmt1*^Δ/+^ H3K9me2 phenotypes were canceled in compound mouse neurons (*Ehmt1*^Δ/+^; *iTg*) by FLAG-GLP expression (Figure 2C, right panels). We repeated the same experiment again (ChIP#2) and confirmed the reproducibility of these results (Figures S3B and S3C and Table S1). In addition, we analyzed the reported H3K9me2 ChIP-seq data of WT and *Ehmt1*^Δ/+^ brain samples and obtained similar results (Figures S4A and S4B) (Iacono et al., 2018). Taken together, we concluded that *Ehmt1* haploinsufficiency induces global reduction of euchromatic H3K9me2 in the brain, and that postnatal supply of GLP can reverse the diminished H3K9me2 phenotype even in a postmitotic situation.

### Forebrain neuron-specific postnatal GLP supply cannot rescue abnormal behaviors of *Ehmt1*^Δ/+^ mice

We then examined whether abnormal behaviors of *Ehmt1*^Δ/+^ mice could be improved by postnatal neuron-specific expression of FLAG-GLP from the juvenile stage. We performed behavioral tests at 8 weeks of age (4 weeks after the Tam injection), which was sufficient to recover the H3K9me2 level in *Ehmt1*^Δ/+^; *iTg* neurons (Figure 2B). As expected from the results of the *CAG-CreER* Tg ubiquitous rescue experiments, low locomotor and exploratory phenotypes observed in *Ehmt1*^Δ/+^ mice were not reversed (Figure 2D). We retested them again at 16 weeks of age, but again, we could not observe any recovery even at 12 weeks after induction. We also assessed the anxiety phenotype in *Ehmt1*^Δ/+^ mice using light and dark test, but the neuron-specific FLAG-GLP supply did not improve the elevated anxiety phenotype observed in *Ehmt1*^Δ/+^ mice (Figure 2E). This suggests that forebrain neuron-specific FLAG-GLP expression is not sufficient, and that GLP supply to additional neural cells other than frontal neuronal cells and non-neural cells is required to improve behavioral phenotypes.

### Increase of activated microglia and upregulation of inflammation-related genes in *Ehmt1*^Δ/+^ mouse brain

In addition to behavioral abnormalities, it has been reported that CA1 hippocampal neurons in *Ehmt1*^Δ/+^ mice show a decrease in their number of mature spines (Balemans et al., 2013). We also confirmed that spine density of frontal cortex neurons decreased (Figure 3A left) and that the ratio of mature spines in *Ehmt1*^Δ/+^ mice was diminished compared to that in the WT mice (Figure 3A right). Furthermore, by inspection of neural and non-neural populations in *Ehmt1*^Δ/+^ mouse brain sections, we discovered that the number of Iba1^+^ microglial cells significantly increased in the *Ehmt1*^Δ/+^ mouse cortical brain (Figure 3B). The active state of microglia is classified by morphology (Diz-Chaves et al., 2012). We found that the ratio of class IV type cells, which is a more activated form, increased, and that the ratio of inactive class I/II type cells decreased in *Ehmt1*^Δ/+^ mice, indicating that activated microglial cells increased in the *Ehmt1*^Δ/+^ mouse brain (Figures 3C and S4C). Consistent with the increase in activated microglial cells in the *Ehmt1*^Δ/+^ brain, some inflammation-related genes, including *Caspase-1* (*Casp1*) and *IL-1β (Il1b)* mRNA expression, were upregulated several times in the *Ehmt1*^Δ/+^ brain (Figure 3D). Indeed, upregulation of *Casp1* and *Il1b* mRNA has been observed in forebrain neuron-specific *Ehmt1* or *Ehmt2* KO mouse brains, especially in the cortex region (Schaefer et al., 2009). Furthermore, we performed single-nucleus RNA-seq analysis using the frontal cortex regions of WT and *Ehmt1*^Δ/+^ mice (Figure 4A). 

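The frontal cortex yielded 362 WT nuclei and 368 nuclei labelled *Ehmt1*Δ/+, each set pooled from 3 mice of 14 weeks of age. *Ehmt1* itself, on chromosome 2 of mm10 from 24789928 to 24919614, encodes GLP, and its RNA was higher in the nuclei labelled *Ehmt1*Δ/+ of each cell type. The mean *Ehmt1* value was 18.7 RPKM in WT neurons and 31.2 RPKM in neurons labelled *Ehmt1*Δ/+, 16.8 and 25.1 RPKM in microglia, and 17.5 and 25.8 RPKM in oligodendrocytes. This gene-level value counts reads over the whole gene and does not read the deleted part of the allele alone, and the paper's western blot shows less GLP protein in *Ehmt1*Δ/+ brain. The direction of every comparison therefore rests on the genotype labels. *Ehmt2*, which encodes the partner methyltransferase G9a, was at 26.6 and 25.5 RPKM in neurons.
By the deposited cell types, the WT pool held 253 neurons, 36 microglia and 73 oligodendrocytes, and the pool labelled *Ehmt1*Δ/+ held 265 neurons, 32 microglia and 71 oligodendrocytes. Microglia made up 9.94% of WT nuclei (exact 95% binomial confidence interval 7.06% to 13.5%) and 8.70% of nuclei labelled *Ehmt1*Δ/+ (6.02% to 12.1%). Oligodendrocytes made up 20.2% and 19.3% of the nuclei. *Snap25*, a synaptic protein gene used as the neuron marker, was at 130 RPKM in WT neurons and 131 RPKM in neurons labelled *Ehmt1*Δ/+. *Ctss*, a lysosomal protease gene of microglia, was at 505 and 403 RPKM in microglia and at 0.0538 and 0.208 RPKM in neurons. *Olig1*, a transcription factor gene of the oligodendrocyte lineage, was at 48.0 and 47.2 RPKM in oligodendrocytes.
Nuclei were sorted by DAPI into 96-well plates and sequenced by RamDA-seq, which amplifies full-length total RNA with random priming. The authors trimmed the reads, mapped them to mm10 with HISAT2, counted reads per gene with featureCounts and deposited reads scaled to gene length and to the reads of the nucleus (RPKM), from which all values here start. The read total of a nucleus, recovered from the smallest steps of its RPKM values, ranged from 256049 to 539103 in WT neurons (median 343803) and from 240330 to 490697 in neurons labelled *Ehmt1*Δ/+ (median 352622). The median was 493359 and 510639 reads in microglia and 441701 and 478605 reads in oligodendrocytes. In this plate format, 30.9% of the values above 0 were not whole reads, so reads that match several genes had been shared out in fractions, and values of genes with close copies are uncertain. No label ties a nucleus to a mouse, so each genotype is 1 sample, and no test across nuclei is given. Intervals of shares cover counting error only, and SDs across nuclei describe the spread of nuclei and not of mice.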

For this analysis, we utilized our method of single RNA-seq with random displacement amplification sequencing (RamDA-seq), which has high sensitivity with wide-range quantitative linearity and near-complete full-length transcript coverage (Hayashi et al., 2018). 

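*Casp1* (ENSMUSG00000025888.5) encodes caspase-1, the protease that matures interleukin-1β, and lies on chromosome 9 of mm10 from 5298517 to 5307265. A larger share of neurons labelled *Ehmt1*Δ/+ than of WT neurons had a *Casp1* value above 0. It was detected in 23 of 253 WT neurons (9.09%, exact 95% binomial confidence interval 5.85% to 13.3%) and in 57 of 265 neurons labelled *Ehmt1*Δ/+ (21.5%, 16.7% to 27.0%), and these intervals did not overlap. Among microglia, 18 of 36 WT nuclei (50.0%, 32.9% to 67.1%) and 27 of 32 nuclei labelled *Ehmt1*Δ/+ (84.4%, 67.2% to 94.7%) were *Casp1*-positive. In oligodendrocytes, which served as the background, *Casp1* was found in 1 of 73 WT nuclei (1.37%) and in 0 of 71 nuclei labelled *Ehmt1*Δ/+. A count of 0 there allows a share of up to 4.23% by the limit of 3 counts, and up to 5.06% by the exact interval. Averaged over all nuclei of the pool, *Casp1* was at 0.425 RPKM in WT neurons and 1.56 RPKM in neurons labelled *Ehmt1*Δ/+, and at 7.77 and 16.4 RPKM in microglia. Of the *Casp1* values above 0, 0.476% were not whole reads.
The other genes of this pathway that the paper names were near the floor in neurons. *Il1b*, the gene of interleukin-1β, was at 0.0160 RPKM in WT neurons and 0.0476 RPKM in neurons labelled *Ehmt1*Δ/+, and in microglia it was at 1.55 RPKM in WT and listed at 0 in the nuclei labelled *Ehmt1*Δ/+. *Nlrp3*, which encodes an inflammasome sensor, was at 36.4 and 34.6 RPKM in microglia. In 3 plate codes used for both genotypes, whose well names repeat so that each stands for more than 1 plate, the *Casp1*-positive share of neurons was 4.76%, 14.8% and 7.69% in WT and 23.3%, 22.4% and 16.9% in the nuclei labelled *Ehmt1*Δ/+. The ratio of both shares of neurons, 2.37, stood at percentile 99.5 among 2067 other genes detected in a like share of WT neurons, whose median ratio was 0.918.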

We found that *Casp1* is expressed in neurons (*Snap25*+) and microglia (*Ctss*+) in the WT brain, and that the *Casp1*+ population in both cell types increased in *the Ehmt1*^Δ/+^ brain (Figure 4B, WT 9.09% vs. *Ehmt1*^Δ/+^ 21.5% in the neurons and WT 50.0% vs *Ehmt1*^Δ/+^ 84.3% in the microglia, respectively). The amount of *Casp1* transcripts among the *Casp1*+ neurons, but not microglia, slightly increased, but this difference was not statistically significant (Figure 4B lower panel, WT 0.670 ± 0.212 vs. *Ehmt1*^Δ/+^ 0.816 ± 0.286 in the neurons and WT 1.123 ± 0.301 vs. *Ehmt1*^Δ/+^ 1.184 ± 0.371 in the microglia, respectively). 

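*Casp1*-positive neurons held a mean *Casp1* level of 0.6997 ± 0.220 (SD across 23 nuclei) in WT and 0.816 ± 0.286 (SD across 57 nuclei) in the nuclei labelled *Ehmt1*Δ/+, on the log10(RPKM + 1) scale. *Casp1*-positive microglia were at 1.12 ± 0.301 (SD across 18 nuclei) in WT and 1.18 ± 0.371 (SD across 27 nuclei) in the nuclei labelled *Ehmt1*Δ/+. The single *Casp1*-positive WT oligodendrocyte was at 0.349. These levels rested on few reads. The median *Casp1*-positive neuron had 2 *Casp1* reads in WT and 3 in the nuclei labelled *Ehmt1*Δ/+, and the median *Casp1*-positive microglial nucleus had 9 and 14. With 1 pool per genotype, the difference in level has no replicate check.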

We examined the nature of *Casp1*+ cells in the neuronal population of WT and *Ehmt1*^Δ/+^ brains. As shown in Figure 4C, the majority of *Casp1*+ cells (20/23 in WT and 49/57 in *Ehmt1*^Δ/+^) were excitatory neurons (*Slc17a7*+). 

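Most *Casp1*-positive neurons of both genotypes carried *Slc17a7*, the gene of the vesicular glutamate transporter VGLUT1. With a value above 0 as the criterion, all 23 *Casp1*-positive WT neurons and 53 of the 57 labelled *Ehmt1*Δ/+ were *Slc17a7*-positive. So were 96.0% of all WT neurons, 93.6% of all neurons labelled *Ehmt1*Δ/+ and 61.6% of WT oligodendrocytes. This criterion alone therefore does not mark a *Casp1*-positive neuron as excitatory. The *Casp1*-positive share of *Slc17a7*-positive neurons was 23 of 243 nuclei in WT (9.47%, exact 95% binomial confidence interval 6.09% to 13.9%) and 53 of 248 in the nuclei labelled *Ehmt1*Δ/+ (21.4%, 16.4% to 27.0%). Among neurons positive for *Gad1*, the gene of a GABA-synthesizing enzyme, the share was 10 of 186 nuclei in WT (5.38%, 2.61% to 9.66%) and 22 of 105 in the nuclei labelled *Ehmt1*Δ/+ (21.0%, 13.6% to 30.0%).
Both genes were detected together in 176 of 253 WT neurons and 90 of 265 neurons labelled *Ehmt1*Δ/+, so the classes overlap. *Gad1* was also detected in 57.5% of WT oligodendrocytes and 33.8% of oligodendrocytes labelled *Ehmt1*Δ/+. When each neuron was placed in the class of whichever gene had the larger value, 20 of 191 excitatory WT nuclei (10.5%) and 49 of 220 excitatory nuclei labelled *Ehmt1*Δ/+ (22.3%) were *Casp1*-positive. By that rule, 3 of 62 inhibitory WT nuclei (4.84%, 1.01% to 13.5%) and 7 of 43 inhibitory nuclei labelled *Ehmt1*Δ/+ (16.3%, 6.81% to 30.7%) were *Casp1*-positive, and these intervals overlapped.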

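*Casp1*-positive excitatory neurons, those with *Slc17a7* above 0, held 4.68 ± 3.07 RPKM of *Casp1* in WT (mean ± SD across 23 nuclei) and 7.46 ± 6.58 RPKM in the nuclei labelled *Ehmt1*Δ/+ (SD across 53 nuclei). Averaged as log10(RPKM + 1) of each nucleus, the nuclei labelled *Ehmt1*Δ/+ were at 0.828 ± 0.285. *Casp1*-positive neurons with *Gad1* above 0 were at 3.91 ± 2.51 RPKM in WT (SD across 10 nuclei) and 6.62 ± 5.91 RPKM in the nuclei labelled *Ehmt1*Δ/+ (SD across 22 nuclei). With the class set by the larger of *Slc17a7* and *Gad1*, the excitatory means were 4.66 ± 3.28 RPKM (SD across 20 nuclei) and 7.58 ± 6.79 RPKM (SD across 49 nuclei).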

The amount of *Casp1* transcripts among the *Casp1*+ excitatory neurons slightly increased in *the Ehmt1*^Δ/+^ brain; however, this difference was also not statistically significant (Figure 4D). 

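*Rorb* encodes a nuclear receptor that marks layer IV and Va neurons, and its own level was 6.16 RPKM in WT neurons and 6.29 RPKM in neurons labelled *Ehmt1*Δ/+. Of the 23 *Casp1*-positive WT neurons with *Slc17a7*, 16 also had *Rorb* above 0, as did 37 of the 53 labelled *Ehmt1*Δ/+. The *Casp1*-positive share of neurons positive for *Slc17a7* and *Rorb* was 16 of 121 nuclei in WT (13.2%, exact 95% binomial confidence interval 7.75% to 20.6%) and 37 of 108 in the nuclei labelled *Ehmt1*Δ/+ (34.3%, 25.4% to 44.0%), and the intervals did not overlap. With neurons assigned by the larger of *Slc17a7* and *Gad1*, these shares were 15 of 107 (14.0%) and 37 of 106 (34.9%). In the 3 plate codes used for both genotypes, the share was 8.33%, 25.9% and 8.70% in WT and 40.0%, 34.8% and 25.0% in the nuclei labelled *Ehmt1*Δ/+.
Over all neurons of the 96-well and 384-well plates, the list of layer IV/Va genes had median log2 ratios to WT of 0.01 (4 of 7 genes higher) and -0.06 (3 of 7), the list of layer II/III genes -0.14 (2 of 7) and -0.02 (3 of 7), and the list of layer Vb/VI genes 0.12 (6 of 11) and -0.01 (5 of 11).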

We further examined which layer neurons among the excitatory neurons were *Casp1*+ and found that the majority of *Casp1*+ excitatory neurons (15/20) were layer 4/5a specific marker gene *Rorb*+ in WT, and that the ratio of *Casp1*+ cells among the *Rorb*^+^ excitatory neurons increased in the *Ehmt1*^Δ/+^ brain (14.2% in WT vs. 34.9% in *Ehmt1*^Δ/+^) (Figures 4C–4E). This trend was also reproduced in another set of single nucleus RNA-seq analyses (Figures 5D and 5E). Thus, layer-specific excitatory neurons may play a role in inflammation-associated phenotypes.

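In nuclei sorted into 384-well plates, *Ehmt1* RNA was again higher in the neurons labelled *Ehmt1*Δ/+, at 31.7 RPKM against 19.5 RPKM in WT neurons. *Casp1* was detected in 15 of 285 WT neurons (5.26%, exact 95% binomial confidence interval 2.98% to 8.53%) and in 33 of 306 neurons labelled *Ehmt1*Δ/+ (10.8%, 7.54% to 14.8%). The ratio of these shares was 2.05 and their intervals overlapped. It stood at percentile 99.6 among 2211 other genes detected in a like share of WT neurons. The mean *Casp1* value over all neurons was 0.334 RPKM in WT and 0.721 RPKM in the nuclei labelled *Ehmt1*Δ/+. Among neurons positive for *Slc17a7* and *Rorb*, 9 of 109 WT nuclei (8.26%, 3.85% to 15.1%) and 18 of 115 nuclei labelled *Ehmt1*Δ/+ (15.7%, 9.55% to 23.6%) were *Casp1*-positive.
In microglia of this plate format *Casp1* was found in 7 of 16 WT nuclei (43.8%, 19.8% to 70.1%) and 5 of 19 nuclei labelled *Ehmt1*Δ/+ (26.3%, 9.15% to 51.2%), and these intervals overlapped widely. With at least 2 *Casp1* reads the order was reversed, at 12.5% and 15.8%. Their mean *Casp1* level over all nuclei was 11.0 RPKM in WT and 12.1 RPKM in the nuclei labelled *Ehmt1*Δ/+. *Casp1* was found in 0 of 69 WT oligodendrocytes and 0 of 46 labelled *Ehmt1*Δ/+. These counts allow shares of up to 4.35% and 6.52% by the limit of 3 counts, and up to 5.21% and 7.71% by the exact intervals. Over both plate formats, with the plate format as a block in limma on log2(mean RPKM + 0.1), the log2 ratio of *Casp1* in neurons labelled *Ehmt1*Δ/+ to WT was 1.29 (standard error 0.22, unadjusted p = 0.00627). It was 1.66 in the 96-well plates and 0.92 in the 384-well plates, and the adjusted p over 23941 genes was 0.475.
This set comprised 370 WT nuclei, 371 labelled *Ehmt1*Δ/+, 366 labelled iTg and 370 labelled *Ehmt1*Δ/+; iTg, again pooled from 3 mice of 14 weeks per genotype. The iTg allele supplies FLAG-GLP after Cre recombination. By their labels the WT and *Ehmt1*Δ/+ mice of this set carried the iTg allele without *CamKII-CreER*, whereas the paper's legends describe all 4 genotypes as mice with *CamKII-CreER*. For tamoxifen (100 mg/kg, 2 times), the supplementary legend on these nuclei and the sample labels name 3 weeks of age, the labels also for the mice of the 96-well plates, and other legends of the paper name 3 and 4 weeks. All nuclei of a genotype came from 1 plate code, and WT nuclei shared none with the nuclei labelled *Ehmt1*Δ/+. The median read total of neurons was 392718 in WT (69711 to 1332269) and 356746 in the nuclei labelled *Ehmt1*Δ/+ (50539 to 1292107). Microglia had medians of 42058 and 39940 reads and oligodendrocytes of 50371 and 49635 reads, so *Casp1* in glia was read at a far lower depth than that of the 96-well plates. The authors' processing and the unit were those of the 96-well plates, and 26.6% of the values above 0 were not whole reads.

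**Figure D1:**
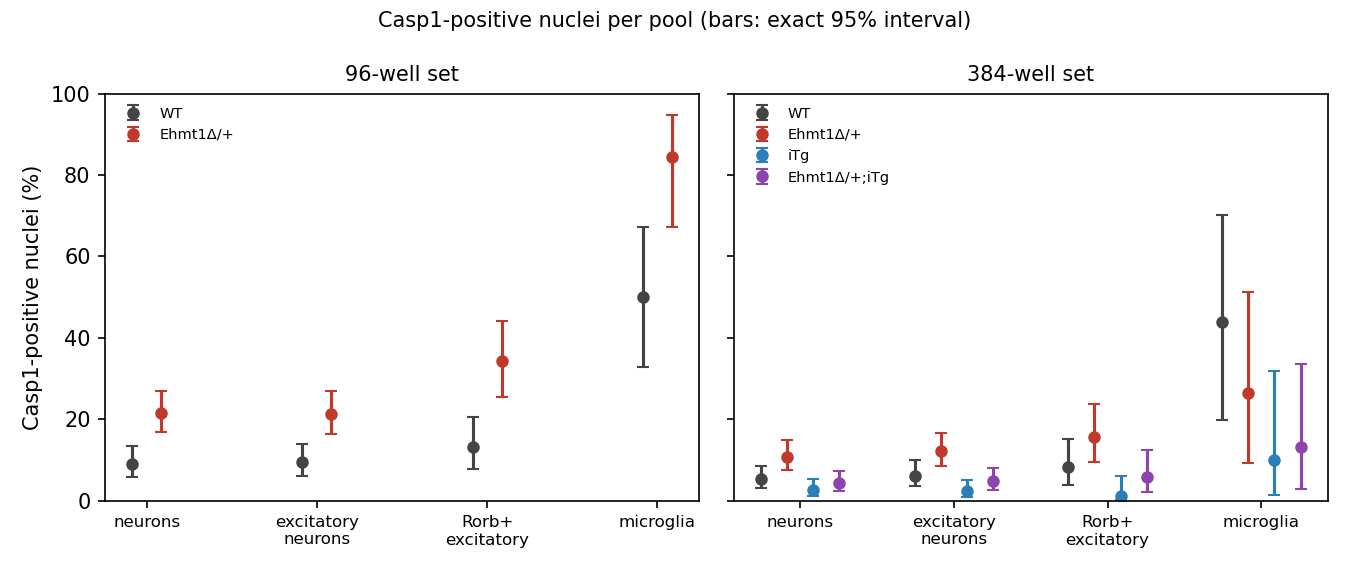
*Casp1*-positive nuclei as a percent of the nuclei of each class (vertical axis) in the 96-well plates (left) and the 384-well plates (right). Points are single pools of 3 mice and bars are exact 95% binomial confidence intervals, which cover counting error only. Neurons labelled *Ehmt1*Δ/+ stand at 21.5% against 9.09% in WT in the 96-well plates and at 10.8% against 5.26% in the 384-well plates.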

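By marker genes above 0, the *Casp1*-positive share differed between genotypes in *Slc17a7*-positive and in *Gad1*-positive neurons of the 96-well plates, 2 classes that overlap, while in the 384-well plates few inhibitory nuclei were *Casp1*-positive. All 15 *Casp1*-positive WT neurons of the 384-well plates and all 33 labelled *Ehmt1*Δ/+ were *Slc17a7*-positive, which is 15 of 246 (6.10%, exact 95% binomial confidence interval 3.45% to 9.86%) and 33 of 271 (12.2%, 8.53% to 16.7%). By this criterion 86.3% and 88.6% of all neurons of these pools were *Slc17a7*-positive. Of *Gad1*-positive neurons in the same plates, 3 of 114 in WT (2.63%, 0.546% to 7.50%) and 5 of 75 labelled *Ehmt1*Δ/+ (6.67%, 2.20% to 14.9%) were *Casp1*-positive, and each of these nuclei also carried *Slc17a7*. By the larger of *Slc17a7* and *Gad1*, 3 of 73 inhibitory WT nuclei (4.11%) and 2 of 52 labelled *Ehmt1*Δ/+ (3.85%) were *Casp1*-positive. Excitatory nuclei by that rule were at 12 of 210 (5.71%) and 31 of 253 (12.3%). Excitatory marker genes as a list had a median log2 ratio to WT of -0.04 in the 96-well plates and 0.09 in the 384-well plates over 9 genes. *Slc17a7* itself was at 71.2 RPKM in WT neurons and 66.0 RPKM in neurons labelled *Ehmt1*Δ/+ in the 96-well plates. In the 384-well plates the order was the other way, at 95.6 RPKM in WT neurons and 113.7 RPKM in neurons labelled *Ehmt1*Δ/+. From the excess of *Casp1*-positive nuclei among *Rorb*-positive excitatory neurons, the paper proposes that neurons of certain layers take part in the inflammation-associated phenotypes. Such neurons made up 69.6% of *Casp1*-positive WT neurons and 64.9% of those labelled *Ehmt1*Δ/+ in the 96-well plates. In the 384-well plates they made up 60% and 54.5%. The higher share with the *Ehmt1*Δ/+ label was thus not limited to *Rorb*-positive neurons.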

**Figure 3:**
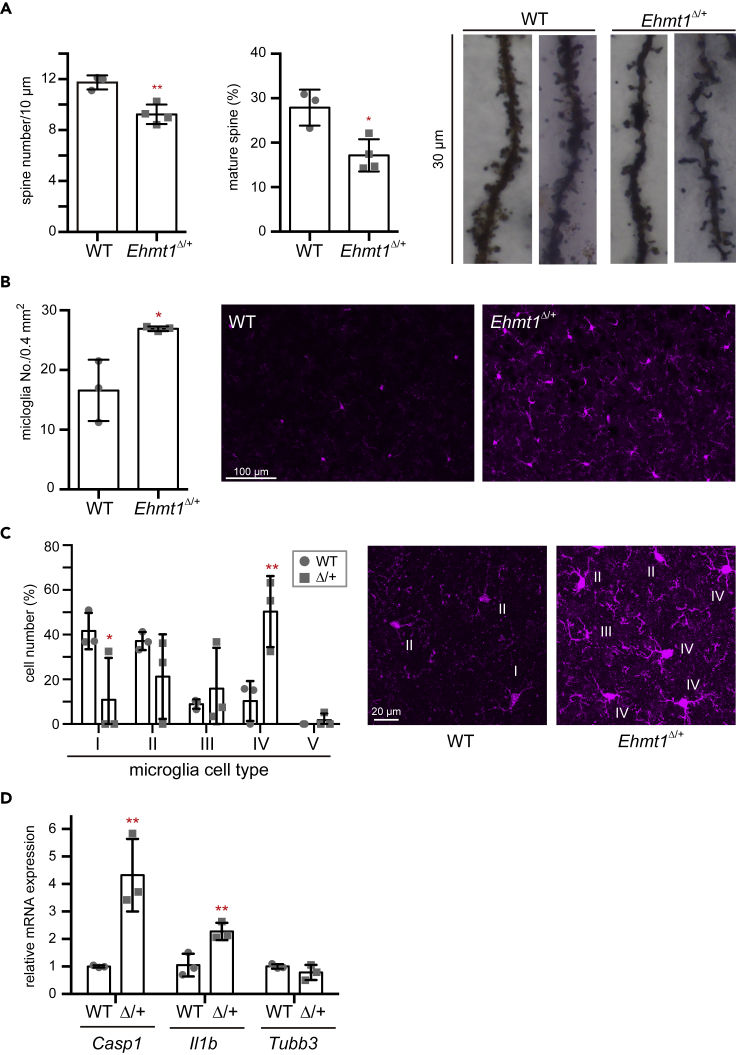
*Ehmt1*^Δ/+^ mice brain shows neuroinflammatory phenotype (A) Golgi staining was performed using 14-week-old WT (circle) and *Ehmt1*^Δ/+^ (square) mouse cortex (n = 3 for WT, n = 4 for *Ehmt1*^Δ/+^ mice). Twenty dendrites selected from independent pyramidal neuron in layer II-III were examined for each animal. The spine number (left) and maturation rate (middle) were shown as individual value and mean ± SD. ^∗^p < 0.05, ^∗∗^p < 0.01 (vs WT), unpaired t test. Mushroom shape (head width > 0.6 μm) and branched shape spines were classified as mature spines (Risher et al., 2014). Images of the representative Golgi staining were shown in right. (B) The number of Iba1+ cells in cortex area (0.4 mm^2^) of WT (circle) and *Ehmt1*^Δ/+^ (square) mice at 7 weeks old was shown as mean ± SD (n = 3). ^∗^p < 0.05 unpaired t test. Images of the representative Iba1 immunostaining (magenta) were shown in right. (C) Iba1+ cells were classified into 5 morphological groups (illustrated in Figure S4C, Diz-Chaves et al., 2012). In brief, type I; cell with fewer dendrites (≤ 2), type II; cell with 4 dendrites, type III; small cell body with numerous dendrites, type IV; large cell body with retracted and thicker dendrites, type V; cells with ameboid cell body, numerous short dendrites. Proportion of cell number (%) were shown as mean ± SD. ^∗^p < 0.05 and ^∗∗^p < 0.01 (vs WT), two-way ANOVA. Iba1 immunostaining (magenta) were shown in right and the classification of microglia was shown with white number by the cell. (D) *Casp1* and *ll1b* mRNA were increased in *Ehmt1*^Δ/+^ mice cortex at 17 weeks old. *Tubb3* (Class III β-tubulin) was used as house-keeping gene control. Relative mRNA expression was calculated by the mean of WT as 1 and plotted with individual values and mean ± SD. n = 3 each, ^∗^p < 0.05, ^∗∗^p < 0.01 unpaired t test. See also Figures S4 and S6.

**Figure 4:**
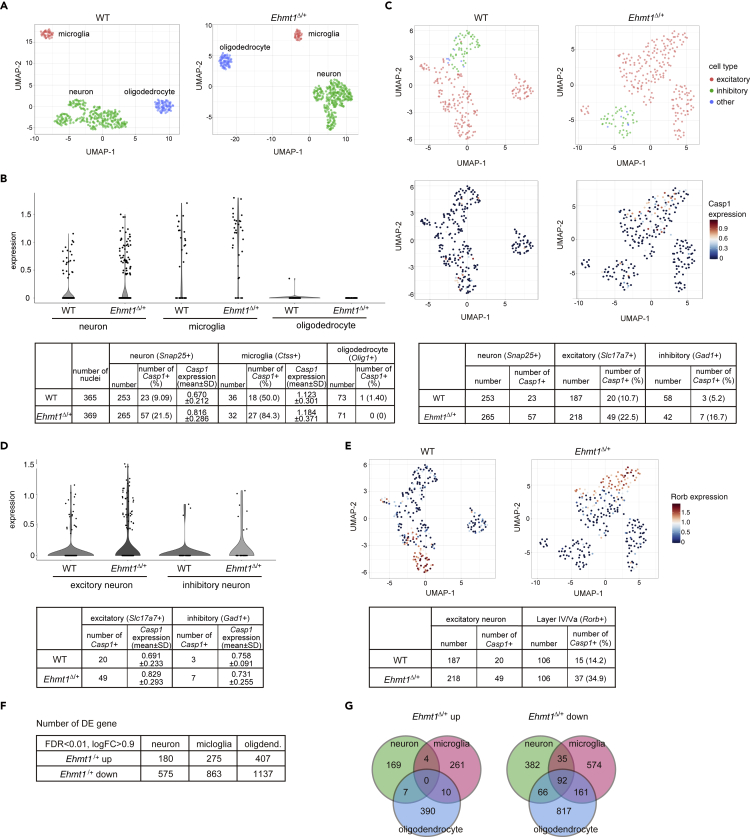
Single nuclei RNA-seq analysis revealed *Casp1* upregulation in neuron and microglia in *Ehmt1*^Δ/+^ mice (A) Single nuclear RNA sequencing of ∼370 nuclei isolated from mouse frontal cortical region using 3 WT or *Ehmt1*^Δ/+^ mice each (14 weeks old). UMAP plots showed the cluster of neuron (green), microglia (pink) and oligodendrocyte (blue), respectively. (B) Comparison of *Casp1* expression in wild type and *Ehmt1*^Δ/+^ mice neuron (*Snap25*+), microglia (*Ctss*+) and oligodendrocyte (*Olig1*+) was shown as a violin plot. Number of *Casp1* expressed cells and mean ± SD of *Casp1* expression in *Casp1*+ cells were summarized in table below the plot. (C) UMAP plot of neural cells isolated from WT or *Ehmt1*^Δ/+^ cortex colored by cell type (top, excitatory neuron; pink, inhibitory neuron; green, other; blue) and *Casp1* expression (bottom). Number of *Casp1* expressed cells among excitatory (*Slc17a7*+) or inhibitory (*GAD1*+) neuron was shown as a table below. (D) Comparison of *Casp1* expression in wild type and *Ehmt1*^Δ/+^ mice excitatory and inhibitory neuron was shown as a violin plot. Number of *Casp1* expressed cells and mean ± SD of *Casp1* expression in *Casp1*+ cells were summarized in a table below the plot. (E) UMAP visualization of *Rorb* expressed neuron in WT or *Ehmt1*^Δ/+^ mice. Table below the plot showed number of *Casp1*+ cell in *Rorb* + population. (F) The number of differentially expressed (DE) genes (FDR < 0.01, logFC > 0.9 compared with wild type) in neurons, microglia and oligodendrocyte of *Ehmt1*^Δ/+^ mouse cortex characterized by single nuclei RNA-seq analysis. (G) Overlap of DE genes among neuron, microglia and oligodendrocyte of *Ehmt1*^Δ/+^ mouse cortex (left panel: upregulated genes; right panel: downregulated genes). See also Figures S5–S7, Tables S2 and S3.

**Figure 5:**
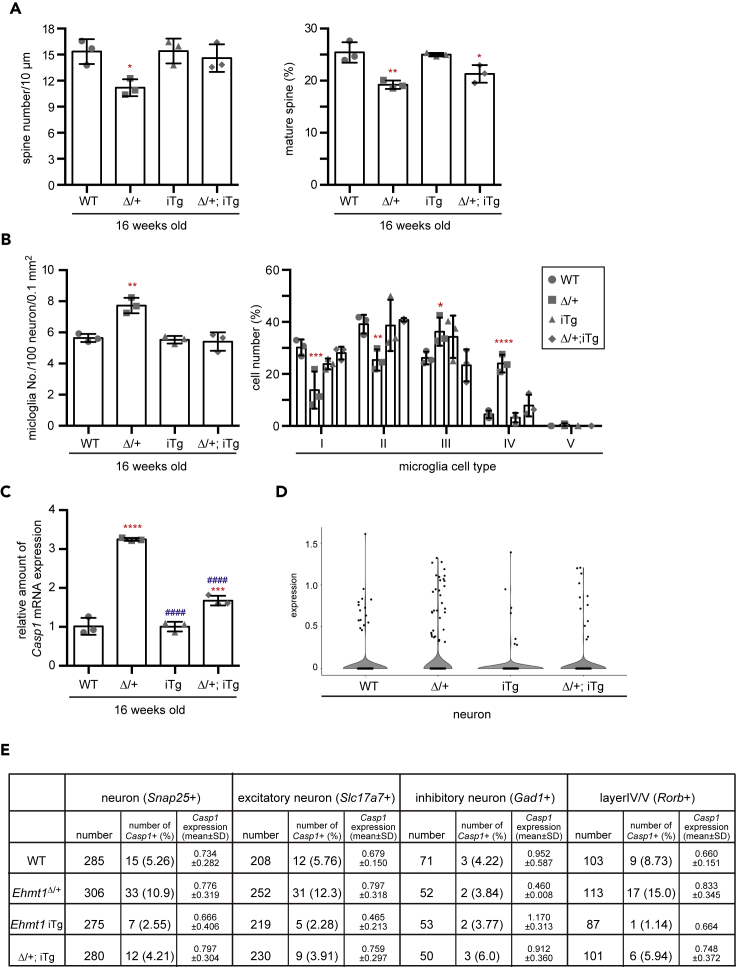
Brain phenotypes in *Ehmt1*^Δ/+^ mice can be reversed by neuron-specific postnatal supply of GLP (A) Golgi staining was performed using 16-week-old mouse cortex of wild type (WT, circle), *Ehmt1*^Δ/+^ (Δ/+, square), *Ehmt1* iTg (iTg, up triangle) and *Ehmt1*^Δ/+^; iTg (Δ/+; iTg, diamond) with *CamKII-CreER* mice treated with Tam at 3 weeks old (n = 3 each). Individual values of spine number (left) and maturation rate (right) and mean ± SD were shown. ^∗^p < 0.05, ^∗∗^p < 0.01 (vs WT), one-way ANOVA. Images of the Golgi staining were shown in Figure S5A. (B) Left, microglia number in cortex area (0.1 mm^2^) at 16 weeks old (Tam injection at 3 weeks old) was normalized with NeuN+ cell number and shown as individual values and mean ± SD. ^∗∗^p < 0.01 (vs WT), One-way ANOVA (n = 3 each). Right, microglias were classified into 5 classed by morphology (same criteria as for Figure 3C). Proportion of cell number (%) were shown as individual values and mean ± SD. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001 and ^∗∗∗∗^p < 0.0001 (vs WT), two-way ANOVA. Iba1 immunostaining (magenta) were shown in Figure S5D. (C) RNA was extracted from cortex of *CamKII-CreER* mouse group at 16 weeks old (Tam injection at 3 and 4 weeks old). *Casp1* mRNA was measured and relative expression level was shown as mean ± SD. ^∗∗∗^p < 0.001, ^∗∗∗∗^p < 0.0001 (vs WT) and ^####^p < 0.0001 (iTg or Δ/+; iTg vs *Ehmt1*^Δ/+^), One-way ANOVA. (D) Expression of *Casp1* in neuron was analyzed by single nuclei RNAseq prepared from cortex of wild type, *Ehmt1*^Δ/+^, *Ehmt1* iTg and *Ehmt1*^Δ/+^; iTg mice with *CamKII-CreER. Casp1* expression was shown as a violin plot (top). (E) *Casp1* expression in neuron (*Snap25*+), excitatory neuron (*Slc17a7*+), inhibitory neuron (*GAD1*+) and layer IV/V neuron (*Rorb1*+) was analyzed by single nuclei RNAseq. Number of *Casp1* expressed cells and mean ± SD of *Casp1* expression in *Casp1*+ cells were summarized in a table. See also Figure S7.

Single-nucleus RNA-seq analysis also showed that many genes were up or downregulated (FDR < 0.01, logFC > 0.9) in different cell types (neurons, microglia, and oligodendrocytes) of *the Ehmt1*^Δ/+^ brain (Figure 4F and Table S2). 

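Across both plate formats, neurons labelled *Ehmt1*Δ/+ had higher values of the complement protease genes *C1s1*, *C1ra* and *C1rb* and lower values of most inhibitory neuron genes than WT neurons. *C1s1*, which encodes a protease of the classical complement pathway, was at 2.07 RPKM against 0.556 in WT in the 96-well plates and at 2.40 against 0.686 RPKM in the 384-well plates. *Cd6*, a T cell surface glycoprotein gene, had log2 ratios to WT of 1.85 in the 96-well and 1.41 in the 384-well plates. *Apol7b*, of the apolipoprotein L family, was at 0.811 against 0.0488 RPKM and at 0.599 against 0.0154 RPKM. *Sst*, the gene of the neuropeptide somatostatin, was at 19.4 against 111 RPKM and at 34.4 against 88.6 RPKM. *Nr2f2*, which encodes a transcription factor of inhibitory neurons, was at 0.582 against 1.69 RPKM and at 0.772 against 2.10 RPKM.
No gene passed an adjusted p of 0.05 in neurons, microglia or oligodendrocytes when pools were the replicates, so these are values and not calls. With limma's trend option, chosen after seeing the data, 2 predicted genes passed in oligodendrocytes. The test was limma with plate format as a block over 4 pools per cell type, which leaves 1 residual degree of freedom. At an unadjusted p under 0.05, 753 genes were higher and 1647 lower of 23941 tested in neurons, 114 and 132 of 13966 in microglia, and 213 and 376 of 12907 in oligodendrocytes. With log2 values centred on the median gene of each pool, the split in neurons became 1188 higher and 1123 lower. The lowest adjusted p was 0.475 in neurons, 0.938 in microglia and 0.884 in oligodendrocytes. In simulated data for neurons the test found 44 of 50 genes changed by 2 on the log2 scale and 2 of 50 changed by 1. For microglia and oligodendrocytes it found none of 50 even at 4. The simulation also held 50 genes each at changes of 3 and 4, which eases the adjustment. In the real pools no neuron gene passed, even *Apol7b*, whose smaller log2 ratio over both plate formats was 2.60. A count of 0 in neurons therefore does not exclude changes of this size. Across genes, the log2 ratios of both plate formats had a Spearman correlation of 0.22 in neurons, 0.02 in microglia and 0.06 in oligodendrocytes, and of 0.098 in *Slc17a7*-positive, *Gad1*-negative neurons.
In neurons, the 10 highest ranks by the smaller of both log2 ratios were *Apol7b* (blocked log2 ratio 2.61, standard error 0.10), *Aspg* (2.17, 0.37), *C1s1* (1.70, 0.10), *Xlr3a* (1.69, 0.37), *Cd6* (1.63, 0.16), *Krt7* (1.43, 0.15), *Lama2* (1.10, 0.11), *Allc* (1.08, 0.11), *C1ra* (1.06, 0.10) and *C1rb* (1.01, 0.10). Among the lowest were *Capn11* (-2.24, 0.41), *Nlrp5-ps* (-2.15, 0.11), *Sst* (-1.94, 0.32), *Zfp951* (-1.84, 0.21), *Meis1* (-1.60, 0.19), *Baiap3* (-1.59, 0.24), *Nr2f2* (-1.36, 0.10), *Nog* (-1.33, 0.10) and *Zim1* (-1.17, 0.10). Each had an adjusted p of 0.475 in limma. Most values of *Xlr3a* and *Zfp951* and about 50% of those of *C1s1*, *C1ra*, *C1rb* and *Baiap3* were not whole reads.
Of 15 genes of inhibitory neurons, a list set before the data were examined, 15 were lower in the 96-well and 14 in the 384-well plates, with medians of -0.69 and -0.70 on the log2 scale. None of 14 tested passed over all genes and 11 passed when adjusted over the list alone, among them *Pvalb* (-1.03, standard error 0.11), *Npy* (-0.80, 0.13), *Erbb4* (-0.68, 0.10) and *Gad1* (-0.58, 0.10). In the 384-well plates this list also had a median of -0.36 in iTg against WT, and of -0.04 in *Ehmt1*Δ/+; iTg against iTg. The share of neurons with more *Gad1* than *Slc17a7* was itself lower with the *Ehmt1*Δ/+ label, at 16.2% against 24.5% in the 96-well and 17.0% against 25.6% in the 384-well plates, which lowers a pool mean of these genes. *Gad1*, *Gad2* and *Sst* also stand in the paper's lower lists of all 3 cell types. Of 20 activity-regulated genes, 19 and 12 were lower, with medians of -0.99 and -0.26, and 5 passed when adjusted over the list alone, among them *Fos* (-0.89, 0.11), *Junb* (-0.93, 0.14) and *Btg2* (-1.08, 0.11), which encode early-response factors. The 384-well iTg pool was lower still against WT in these 20 genes, with 15 lower and a median of -0.50. *Ehmt1*Δ/+; iTg against iTg was at -0.15, so the 384-well shift of these genes cannot be tied to the *Ehmt1*Δ/+ label. In the 96-well neurons labelled *Ehmt1*Δ/+, where 19 of these genes were lower, mitochondrially encoded RNA was lower too (median -1.82), and *Egr1* stands in the lower lists of all 3 cell types.
Microglia labelled *Ehmt1*Δ/+ had more *Ccl12*, the gene of a monocyte chemokine, at 71.7 against 5.28 RPKM in the 96-well plates and at 12.7 RPKM against a WT pool listed at 0 in the 384-well plates. *Tmem154* was at 5.35 and 2.80 RPKM against WT pools listed at 0. *Erc2*, which encodes a presynaptic active zone protein, was listed at 0 in both pools labelled *Ehmt1*Δ/+, against 2.02 and 11.2 RPKM in WT. Oligodendrocytes labelled *Ehmt1*Δ/+ had more *Pdgfc*, a growth factor gene, with log2 ratios of 1.82 and 2.21. Their *Spry2* RNA, which encodes an inhibitor of receptor tyrosine kinase signaling, was at 2.14 against 8.58 RPKM and at 1.40 against 9.31 RPKM. In oligodendrocytes the neuronal genes *Snap25*, *Thy1* and *Nefl* were lower with the same labels, *Snap25* being at 8.88 against 41.3 RPKM in the 96-well plates and at 1.30 against 3.93 RPKM in the 384-well plates.
The paper's own lists, called with nuclei as replicates in the 96-well plates, hold 180 higher and 575 lower genes for neurons. Of 164 higher genes found by symbol, 160 were higher in the 96-well neurons and 116 (70.7%) in the 384-well neurons, with a median log2 ratio of 0.29 there. Of 549 lower genes, 413 were also lower in the 384-well neurons, with a median of -0.26. But 394 of these 549 were lower in iTg neurons against WT as well, with a median of -0.17. In *Ehmt1*Δ/+; iTg against iTg, 258 were lower, with a median of 0.03 against 0.25 in random lists matched on mean value. The higher list had 65 of 164 genes higher in iTg against WT and 126 in *Ehmt1*Δ/+; iTg against iTg. Its median in the latter pair was 0.37 against 0.31 in matched random lists, at percentile 85.8. Most of the 126 thus go with the shift of all genes in that pair. For microglia labelled *Ehmt1*Δ/+ against WT, 135 of 207 measured higher genes were higher (median 1.37) but 297 of 680 lower genes were lower (median 0.35) in the 384-well plates. For oligodendrocytes, 190 of 346 higher genes were higher (median 0.26) and 592 of 1076 lower genes were lower (median -0.16). For *Ehmt1*Δ/+ against WT in the 384-well plates, medians were also ranked among 10000 random lists matched on mean value. The higher lists of all 3 cell types had medians at percentile 100. The lower lists of neurons and oligodendrocytes were at percentiles 0 and 1.28, and the lower list of microglia at percentile 99.9.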

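The genes that Table S2 lists as lower in neurons, microglia and oligodendrocytes at once were lower in all 96-well pools labelled *Ehmt1*Δ/+, but not in all cell types of the 384-well plates. By its symbols, 92 genes stand in all 3 lower lists and none in all 3 higher lists. Neurons share 127 lower genes with microglia and 158 with oligodendrocytes, against 4 and 7 higher genes. Microglia and oligodendrocytes share 253 lower and 10 higher genes. Of the 92 genes, 87 were found, and all 87 were lower in each cell type of the 96-well plates, with median log2 ratios of -1.32 in neurons, -1.28 in microglia and -1.19 in oligodendrocytes. In the 384-well plates 59 of 87 were lower in neurons (median -0.18), 26 of 81 in microglia (median 0.43) and 42 of 87 in oligodendrocytes (median 0.02).
RNA encoded by the mitochondrial genome is a part of these genes, as 14 of the 15 genes of that list are among the 87. All 15 genes of the list were lower in the pools labelled *Ehmt1*Δ/+, with medians of -1.82 in neurons, -2.09 in microglia and -1.38 in oligodendrocytes. In the 384-well plates all 15 were higher, with medians of 1.13, 1.70 and 1.44. All 15 were also higher in 384-well neurons labelled iTg than in WT, with a median of 1.40. The mitochondrially encoded genes among the 87 had iTg to WT medians of 1.39 in microglia and 1.62 in oligodendrocytes. This rise over the WT pool was thus not limited to the *Ehmt1*Δ/+ label. Split by kind after seeing the data, the 87 genes also hold 12 small nuclear RNAs and 29 other protein-coding genes. The 12 small nuclear RNAs were all lower in both plate formats, with medians of -0.94 and -0.79 in neurons, -0.93 and -0.61 in microglia and -1.04 and -0.70 in oligodendrocytes, and in 384-well neurons labelled iTg they were at -0.51 to WT. The 29 protein-coding genes had medians of -1.10, -1.30 and -1.24 in the 3 cell types of the 96-well plates, and of -0.27 (28 of 29 lower), 0.17 (11 of 24) and -0.16 (16 of 29) in those of the 384-well plates. General neuron genes, which oligodendrocytes and microglia should lack, were lower in the 96-well glia labelled *Ehmt1*Δ/+, with medians over 12 genes of -1.60 in oligodendrocytes and -1.44 in microglia. *Snap25* was detected in 73 of 73 WT oligodendrocytes and in 50 of 71 labelled *Ehmt1*Δ/+ of the 96-well plates.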

The upregulated genes of each cell type were mostly unique, but a proportion of the downregulated genes overlapped among them (Figure 4G). 

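The complement protease genes *C1ra*, *C1rb* and *C1s1* were higher in neurons labelled *Ehmt1*Δ/+ in both plate formats, while the lists of interferon response and antigen presentation genes had medians near 0. Of 22 immune genes taken from the paper's higher list for neurons, 22 were higher in the 96-well neurons (median log2 ratio 0.81) and 19 in the 384-well neurons (median 0.51). This list was chosen on the 96-well nuclei, so neither its direction there nor a test that includes them is independent evidence. None of the 22 passed limma over all genes, and 11 passed when adjusted over the list alone, or 10 without the 3 neurons labelled *Ehmt1*Δ/+ that had 10 or more of 20 homeostatic microglia genes above 0, a setting chosen after seeing the data. Besides *Casp1*, *C1s1* and *Cd6*, the 11 were *C1ra*, *C1rb*, *C7* (blocked log2 ratio 0.82, standard error 0.10), *C3ar1* (0.76, 0.11), *Blnk* (1.06, 0.18), *Dpp4* (0.75, 0.14), *Inpp5d* (0.66, 0.13) and *Tnfrsf23* (0.61, 0.12). *C7* encodes a part of the membrane attack complex, *C3ar1* the receptor of complement fragment C3a, and *Blnk* a linker of B cell receptor signaling. *Ptgs2*, which encodes a prostaglandin synthase, was at 0.70 in the 96-well and -0.33 in the 384-well neurons. Markers of other cell types also differed between these pools of neurons, with oligodendrocyte precursor genes at medians of 2.10 (6 of 7 higher) in the 96-well and -0.25 in the 384-well neurons and astrocyte genes at -0.99 and -0.29.
Of 16 complement genes, 9 were higher in the 96-well neurons (median 0.02) and 13 in the 384-well neurons (median 0.43, or 0.16 with 11 higher without those neurons). Of 8 tested, 5 passed when adjusted over the list alone. All 5 are also in the list above, chosen on the 96-well nuclei, so their passing is not independent evidence. *C2*, *C4b* and *Cd55* had blocked log2 ratios of -0.18, -0.02 and -0.04. Of 10 genes of the *Xlr* cluster on chromosome X, all 10 were higher in both plate formats, with medians of 2.49 and 0.49. In the 384-well plates, iTg against WT had a median of 0.54 over 7 genes, 4 of them higher. *Ehmt1*Δ/+; iTg against iTg had a median of -0.06 with 3 of 7 higher. The 384-well median was therefore not limited to the *Ehmt1*Δ/+ label. The 3 tested members, *Xlr3a*, *Xlr3b* and *Xlr3c*, passed when adjusted over the list alone. None did without those neurons, where all 10 genes were still higher with medians of 2.48 and 0.45. These 3 members rank highest by logFC in the paper's higher list for neurons, which was called on the 96-well nuclei. Neither their 96-well direction nor a test that includes those nuclei is therefore independent evidence. For these 3 members, 90% or more of their values were not whole reads, so they cannot be told from each other. The interferon response genes had medians of 0.06 and 0.03 over 25 and 23 genes, with 1 of 12, *Ifih1* (0.70, standard error 0.10), past the test adjusted over the list alone. Antigen presentation genes had medians of -0.02 and -0.12, and inflammasome and interleukin-1 genes 0.04 and 0.04, the latter being -0.06 without those neurons.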

Interestingly, Gene Ontology (GO) term enrichment analysis showed that GO terms related to immune response or cytokine production were enriched in the upregulated genes of *Ehmt1*^Δ/+^ neuronal cells (Table S3). This suggests that the accumulation of activated microglial cells in *the Ehmt1*^Δ/+^ brain is caused by the upregulation of immune responsive genes in neurons.

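Interferon response genes were higher in 22 of 23 measured members in the 96-well microglia labelled *Ehmt1*Δ/+ (median log2 ratio 1.08) and in 8 of 17 in the 384-well microglia (median -0.08). In the same 96-well microglia labelled *Ehmt1*Δ/+, all 15 mitochondrially encoded genes were lower (median -2.09), and *Snap25*, a neuronal gene, was at 9.85 RPKM in 46.9% of nuclei against 51.7 RPKM in 97.2% of WT nuclei. Antigen presentation genes had medians of 0.40 over 14 and 0.81 over 12 genes, and inflammasome and interleukin-1 genes 0.38 over 24 and 0.13 over 21 genes. Homeostatic microglia genes were lower in 17 of 20 members in the 96-well plates (median -0.34) and in 12 of 20 in the 384-well plates (median -0.09). Activated microglia genes were higher in 9 of 24 members (median -0.12) and in 15 of 18 (median 0.43). No member of these lists passed limma over all genes or when adjusted over the list alone, and the 384-well values rest on 16 WT nuclei and 19 labelled *Ehmt1*Δ/+. From the immune terms enriched among the higher genes of neurons, the paper proposes that these neuronal genes bring about the accumulation of activated microglia.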

### Neurological phenotypes of *Ehmt1*^Δ/+^ mice were reversed by neuron-specific postnatal supply of GLP

We then investigated whether forebrain neuron-specific postnatal GLP supply had any impact on *Ehmt1*^Δ/+^ brain pathological phenotypes, although behavioral abnormalities were not recovered. Strikingly, the reduced number of spines (Figure 5A left and Figure S5A) and the increased number of microglial cells (Figure 5B left) in *the Ehmt1*^Δ/+^ brain were both reinstated to the WT number by the neuron-specific postnatal GLP supply from 3 weeks of age. Furthermore, increased *Casp1* expression in *the Ehmt1*^Δ/+^ brain was also strongly restored by the induction of FLAG-GLP expression (Figure 5C). We also confirmed that *Casp1* expression and the *Casp1*+ population in neurons were decreased by single nucleus RNA-seq analysis (Figures 5D, 5E, and S5B). 

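*Casp1* was detected in fewer neurons labelled *Ehmt1*Δ/+; iTg than labelled *Ehmt1*Δ/+. It was found in 12 of 280 neurons labelled *Ehmt1*Δ/+; iTg (4.29%, exact 95% binomial confidence interval 2.23% to 7.37%) and in 7 of 275 labelled iTg (2.55%, 1.03% to 5.17%). The interval of the *Ehmt1*Δ/+; iTg pool lay below that of the pool labelled *Ehmt1*Δ/+ and overlapped those of the WT and iTg pools. Averaged over all neurons, *Casp1* was at 0.290 RPKM in the *Ehmt1*Δ/+; iTg pool and 0.155 RPKM in the iTg pool, a log2 ratio of -1.07 to the *Ehmt1*Δ/+ pool and of 0.61 to the iTg pool. Among *Slc17a7*-positive neurons the shares were 12 of 254 (4.72%, 2.46% to 8.11%) and 6 of 251 (2.39%, 0.882% to 5.13%), and with *Rorb* 6 of 102 (5.88%, 2.19% to 12.4%) and 1 of 89 (1.12%, 0.0284% to 6.10%). *Casp1*-positive neurons held 0.797 ± 0.304 of *Casp1* on the log10(RPKM + 1) scale in the *Ehmt1*Δ/+; iTg pool (SD across 12 nuclei), against 0.776 ± 0.319 in the *Ehmt1*Δ/+ pool (SD across 33 nuclei), 0.666 ± 0.406 in the iTg pool (SD across 7 nuclei) and 0.734 ± 0.282 in the WT pool (SD across 15 nuclei).
*Ehmt1* RNA of neurons was at 33.9 RPKM in the *Ehmt1*Δ/+; iTg pool and 20.7 RPKM in the iTg pool. The pools labelled *Ehmt1*Δ/+ thus stood above their partners in both pairs of this plate format. Each pool with induced iTg stood only a little above the pool of the same *Ehmt1* label without it. Induction is therefore barely visible in these RNA values, whereas the paper's staining shows more GLP protein in neurons after induction than in WT. Microglia were *Casp1*-positive in 3 of 23 nuclei labelled *Ehmt1*Δ/+; iTg (13.0%) and 2 of 20 labelled iTg (10.0%).
*C1s1* and the *Xlr* genes were lower in neurons labelled *Ehmt1*Δ/+; iTg than labelled *Ehmt1*Δ/+, as *Casp1* was. The iTg pool, however, had a median log2 ratio to WT of 0.54 over 7 *Xlr* genes, 4 of them higher. Against that iTg pool, the *Ehmt1*Δ/+; iTg pool was at -0.06 over 7 *Xlr* genes, 3 of them higher. The *Ehmt1*Δ/+; iTg pool of neurons had a median shift over genes of 0.15 on the log2 scale against the *Ehmt1*Δ/+ pool and of 0.21 against the iTg pool. Against the *Ehmt1*Δ/+ pool, 1385 genes were higher and 133 lower by over 1, and *Snap25* was at 118 RPKM in the *Ehmt1*Δ/+; iTg pool and between 63.0 and 66.3 RPKM in the other 384-well pools. The complement list had a median log2 ratio to the *Ehmt1*Δ/+ pool of -0.40 with 14 of 16 genes lower, *C1s1* being at 0.520 RPKM, and the *Xlr* cluster -0.31 with 10 of 10 lower. Without the 1 neuron of each pool with 10 or more of 20 homeostatic microglia genes, the complement list was at -0.18 with 9 of 15 genes lower and the *Xlr* cluster at -0.30. With all neurons, these medians stood at percentiles 0.11 and 0.56 among matched random lists. The 22 immune genes of the paper's higher list for neurons had a median of -0.04 with 13 lower, or 0.0088 with 11 lower without those 2 neurons. The higher genes of Table S2 had a median of -0.02, against 0.22 in matched random lists, and the lower genes one of 0.11, against 0.18. Inhibitory neuron genes were higher in 13 of 15 members with a median of 0.36. Activity-regulated genes were lower in 17 of 20 members with a median of -0.53, and so were all 15 mitochondrially encoded genes, with a median of -0.71.
Neurons had a median of 323273 reads in the *Ehmt1*Δ/+; iTg pool (43592 to 1110333) and 397880 in the iTg pool (54088 to 1289544). With nuclei thinned to 48585 reads, which left out 1 neuron of the *Ehmt1*Δ/+; iTg pool, the *Casp1*-positive share of neurons was 1.62% in WT, 3.90% labelled *Ehmt1*Δ/+, 0.744% labelled iTg and 1.61% labelled *Ehmt1*Δ/+; iTg. Each genotype is 1 pool, so none of these differences has a replicate check.

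**Figure D2:**
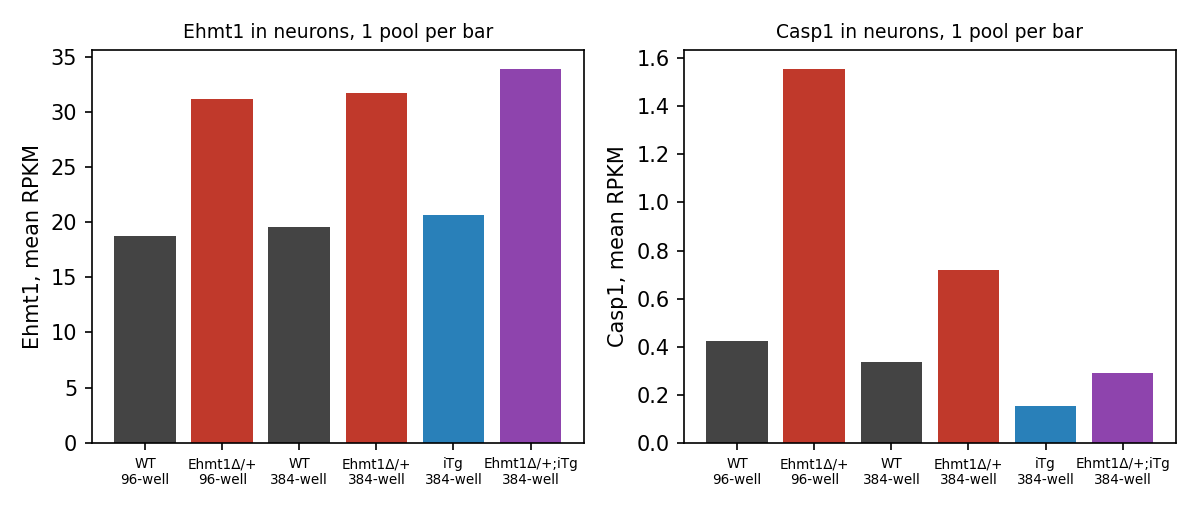
Mean RPKM of *Ehmt1* (left) and *Casp1* (right) over all neurons of each of 6 pools, with 1 bar per pool and no error bars since each pool is 1 sample. *Ehmt1* is between 31.2 and 33.9 RPKM in the pools labelled *Ehmt1*Δ/+ and between 18.7 and 20.7 RPKM in the other pools. *Casp1* is highest in the 96-well neurons labelled *Ehmt1*Δ/+, at 1.56 RPKM.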

Consistently, the level of H3K9me2 in the promoter region of *Casp1* was reduced in *Ehmt1*^Δ/+^ NeuN+ neuronal cells, which was reverted to the WT level by FLAG-GLP expression (Figure S5C). Although the activated morphology of microglia was normalized by FLAG-GLP expression (Figure 5B right and Figure S5D), spine morphology was not reversed (Figure 5A right). The dendritic shafts of *Ehmt1*^Δ/+^; iTg mice were still immature and thin, and the population of mature spines was still decreased, as seen in *Ehmt1*^Δ/+^ mice (Figure 5A right and Figure S5A). Although postnatal GLP supply in the neurons was not sufficient to rescue abnormal behaviors as described above, the results demonstrated that some of the *Ehmt1*^Δ/+^ brain phenotypes are reversible by postnatal GLP supply only in neurons. Furthermore, we showed that the accumulation of microglial cells in the *Ehmt1*^Δ/+^ brain is induced by insufficient expression of GLP in the neurons.

### The IL-1β pathway is involved in the neurological phenotypes of *Ehmt1*^Δ/+^ mice

Postnatal GLP supply in neurons can suppress *Casp1* gene expression and reverse microglial activation in *Ehmt1*^Δ/+^ mice, which led us to hypothesize that the inflammatory response is involved in a part of KS phenotypes induced by *Ehmt1* haploinsufficiency. Since Caspase-1 activates IL-1β, we introduced *Il1b* deficiency in *Ehmt1*^Δ/+^ mice to evaluate the role of upregulated expression of *Casp1* and *Il1b* in the neurological and behavioral phenotypes of *Ehmt1*^Δ/+^ mice. We performed behavioral analyses using these compound mice. IL-1β administration was reported to increase anxiety in WT mice (Li et al., 2018); thus, we hypothesized that *Il1b* KO might rescue the behavioral abnormalities observed in *Ehmt1*^Δ/+^ mice. Contrary to our assumption, the locomotor activity of *Ehmt1*^Δ/+^; *Il1b*^Δ/Δ^ mice was partially increased compared to that of *Ehmt1*^Δ/+^ mice (Figure 6A left, total distance) but did not fully recover to the wild-type level. In addition, the anxiety phenotype was not rescued by *Il1b* KO mice (Figures 6A right and 6B). We next examined the neurological phenotypes of these compound mice. Caspase-1 is an upstream of IL-1β, thus, *Casp1* expression was still elevated in compound mice as *Ehmt1*^Δ/+^ mice (Figure 6C). However, increased microglia numbers were restored by *Il1b* KO (*Il1b*^Δ/Δ^) in *Ehmt1*^Δ/+^ mice (Figure 6D), suggesting that activation of the IL-1β pathway induced microglial activation in *Ehmt1*^Δ/+^ mice. Although the spine number was restored by *Il1b* KO (*Il1b*^Δ/Δ^) in *Ehmt1*^Δ/+^ mice (Figure 6E left), as expected from recovery of microglia number, the maturation rate of the spine remained low in the compound mice (Figure 6E right). Therefore, although the spine number was increased, these spines seemed to be immature to construct proper neural networks in *Ehmt1*^Δ/+^; *Il1b*^Δ/Δ^ mice, which may be insufficient for reversal of behavioral abnormalities. From these data, we showed that *Ehmt1* haploinsufficiency activates the IL-1β microglia pathway and that the IL-1β pathway is involved in some *Ehmt1*^Δ/+^ neurological phenotypes, but that *Il1b* KO alone was not sufficient to rescue abnormal behavior in *Ehmt1*^Δ/+^ mice. This further indicated that *Ehmt1*^Δ/+^ behavioral abnormalities were composed of malfunctions of IL-1β and other pathways

**Figure 6:**
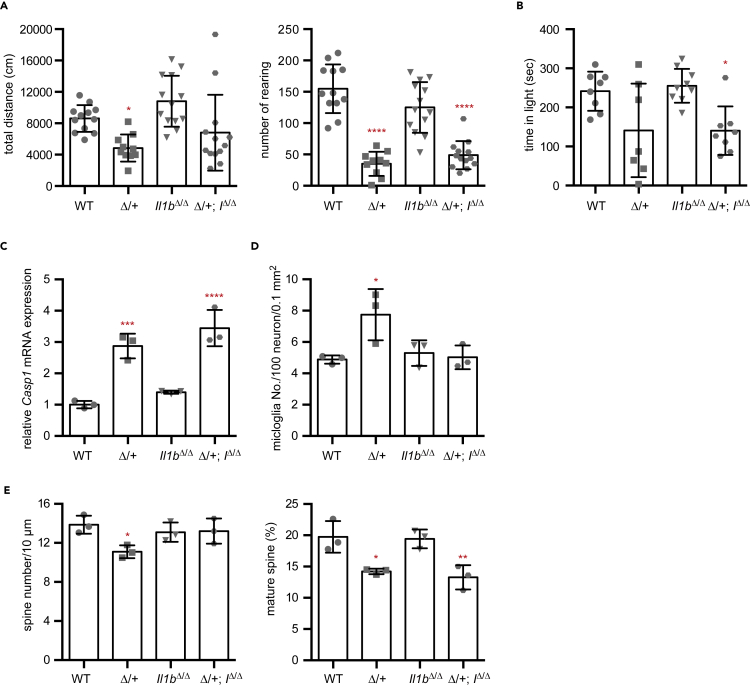
Depletion of IL-1β can rescue neurological phenotypes but not behavioral phenotypes of *Ehmt1*^Δ/+^ mice (A) Open field test of wild type (WT, circle), *Ehmt1*^Δ/+^ (Δ/+, square), *Il1b*^Δ/Δ^ (down triangle), and *Ehmt1*^Δ/+^; *Il1b*^Δ/Δ^ (Δ/+; *I*^Δ/Δ^, hexagon) (n = 10–13) was examined at 12 weeks old. Total distance (cm) (left) and rearing number (right) were shown as individual values and mean ± SD. ^∗^p < 0.05, ^∗∗∗∗^p < 0.0001 (vs WT), one-way ANOVA. (B) Light/dark test of *Ehmt1*^Δ/+^ and *Il1b*^Δ/Δ^ mouse group was analyzed at 12 weeks old (n = 10–13). Staying time in light (sec) was shown as individual values and mean ± SD. ^∗^p < 0.05 (vs WT), One-way ANOVA. (C) RNA was extracted from mice cortex of wild type (WT, gray), *Ehmt1*^Δ/+^ (Δ/+, light gray), *Il1b*^Δ/Δ^ (black), and *Ehmt1*^Δ/+^; *Il1b*^Δ/Δ^ (Δ/+; *I*^Δ/Δ^, grid line) at 13 weeks old (n = 3). Relative expression level of *Casp1* mRNA was shown as individual value mean ± SD (the mean of WT as 1). ^∗∗∗^p < 0.001, ^∗∗∗∗^p < 0.0001 (vs WT), One-way ANOVA. (D) Microglia number in cortex area (0.1 mm^2^) at 13 weeks old mice (n = 3 each) was normalized with NeuN+ cell number and shown as mean ± SD. ^∗^p < 0.05 (vs WT), One-way ANOVA. (E) Golgi staining was performed using 13-week-old mouse brain (n = 3 each). Twenty five dendrites chosen from layerII-III pyramidal neuron at cortical region were examined for each animal and spine number (left) and maturation rate (right) were shown as individual values and mean ± SD. ^∗^p < 0.05, ^∗∗^p < 0.01 (vs WT), One-way ANOVA.

## Discussion

In this study, we showed that (1) abnormal behaviors of *Ehmt1*^Δ/+^ mice are difficult to treat from the postnatal stage but can be improved if GLP is ubiquitously supplied from the juvenile stage (most likely if supplied to whole brain cells); (2) postnatal GLP supply can induce the upregulation of H3K9me2 in neurons such as terminally differentiated postmitotic cells; (3) neurological phenotypes of *Ehmt1*^Δ/+^ mice, such as a reduction in the number of mature spines and accumulation of activated microglia, can be reversed by GLP supply even after birth; and (4) the IL-1β pathway is responsible for some of the neurological phenotypes of *Ehmt1*^Δ/+^ mice.

From different GLP supply experiments, we observed that KS-like neurological phenotypes were suppressed when GLP was specifically supplied to both neural and non-neural brain cells from the neonatal stage. Postnatal GLP supply also improved but did not fully reverse the phenotypes, indicating that it is better to treat the KS model at an earlier stage (Figure 1). In addition, it took time to improve the abnormal behavior in the postnatal GLP supply (Figures 1E and 1F). This suggests that it progresses slowly during recovery of neural network formation. Similar postnatal rescue experiments of autism-related mouse models, including *MeCP2* (Guy et al., 2007; Sztainberg et al., 2015), *Ube3a* (Silva-Santos et al., 2015), *Syngap1* (Clement et al., 2012), and *Shank3* (Mei et al., 2016) mutants or duplications have been reported. Similar to the KS model studies, recovery of genes responsible for the *CAG-CreER* Tg system can reverse cellular functions such as spine density and synaptic transmission potential over a wide range of postnatal neurodevelopmental windows, but abnormal behavioral or cognitive phenotypes such as anxiety and motor coordination were hardly reversed after the critical time window, especially during the adolescent stage (Clement et al., 2012; Guy et al., 2007; Mei et al., 2016; Silva-Santos et al., 2015; Sztainberg et al., 2015). Rett syndrome is now considered a possible treatable disorder based on the reversibility of neurological defects in *Mecp2*-deficient Rett syndrome model mice by the postnatal activation of MeCP2 expression (Guy et al., 2007; Lioy et al., 2011; Vashi and Justice, 2019). A previous *Drosophila* study has shown that cognitive defects induced by *EHMT* mutation can be restored by *EHMT* re-expression during adulthood (Kramer et al., 2011), suggesting that defects in neural functions induced by *EHMT* deficiency can be postnatally fixed. Our new findings further encourage the possibility that KS phenotypes, including certain behavioral abnormalities, can be suppressed or reversed if GLP expression or function is complemented by a critical neurodevelopmental time window even after birth.

Epigenetic information is maintained beyond cell division to maintain its unique cellular nature, whereas it is also known to be plastically affected by internal or external factors. However, it is not clear whether epigenetic manipulation is effective in postnatal neurons since the majority of neurons are post-mitotic, such as in the G0-G1 stage. Our recent study showed that G9a-dependent H3K9me2 can be induced in the G1 phase of the cell cycle (Fukuda et al., 2019), but *the in vivo* situation in post-mitotic cells has not been clarified. Upregulation of H3K9me2 immunostaining signals in NeuN^+^ neurons is induced in mice after 3 days of light deprivation (Benevento et al., 2016), suggesting that H3K9me2 is also plastic in post-mitotic cells *in vivo*. Our new data further support this, which means that H3K9me2 and its functions in postnatal neurons can be a target for epigenome manipulation *in vivo*. It has been reported that more than 660 genes are thought to cause human disease as a result of haploinsufficiency and multiple histone methyltransferases or demethylase genes other than *EHMT1*, such as *KMT2A*, *NSD1, KDM5C*, and *KDM6A* are included in them (Matharu et al., 2019). Haploinsufficiency of such epigenome-regulating genes show mental retardation or autistic-like features in most cases (https://medlineplus.gov/genetics/gene/). Postnatal epigenome manipulation may be applicable to impaired neural function in haploinsufficiency diseases of histone methylation-regulating genes.

H3K9me2 reduction in the *Ehmt1*^Δ/+^ mouse brain altered gene expression. We showed that the inflammatory gene, *Casp1* mRNA, is upregulated in *Ehmt1*^Δ/+^ mouse neurons and microglia (Figure 4B). We also detected an increase in *Il1b* mRNA, which is a downstream factor of Caspase-1 (Figure 3D). Caspase-1 forms an inflammasome together with NLRP3 and the complex induces pro-inflammatory cytokine IL-1β, suggesting that *Ehmt1*^Δ/+^ mouse brains are under neuroinflammation. GO analysis of single nuclear RNA-seq showed upregulation of immune response or cytokine production, supporting this idea (Table S3). The Caspase-1-IL-1β signaling pathway is known to induce the proliferation and activation of microglial cells in the brain. We showed that the number of microglial cells, especially activated cells, increased in the *Ehmt1*^Δ/+^ mouse brain (Figures 3B and 3C). Microglia are involved not only in immune responses but also in normal brain development (Prinz et al., 2019). It mediates spine maturation and neuronal circuit formation through a spine-pruning function (Paolicelli et al., 2011). This suggests that decreased spine density and maturation in *Ehmt1*^Δ/+^ mice were caused by activated spine-pruning function (Figure 3A). We found that type IV microglial cells, which are active for pruning but not for phagocytosis, increased significantly in *the Ehmt1*^Δ/+^ brain (Figure 3C), thus supporting our hypothesis. Interestingly, postnatal supply of GLP specific to neurons reversed not only upregulation of *Casp1* expression but also microglia and spine phenotypes in *Ehmt1*^Δ/+^ mice (Figure 5). This indicates that inhibition of inflammation in neurons is sufficient to block microglial activation and spine number reduction. Based on our new findings and published data, we propose a possible pathological mechanism for *Ehmt1*^Δ/+^ mice. Reduction of the G9a/GLP complex in *Ehmt1*^Δ/+^ neuronal cells diminishes H3K9me2 at the global level, including *the Casp1* locus (Figure S5C); while *Casp1* expression was upregulated in neurons (Figures 3D and 4B). This upregulation of Caspase-1 activates the Caspase-1-IL-1β signaling inflammasome pathway, which is followed by microglial activation. Activated microglia induce excess pruning of the synaptic spine, thus leading to the disruption of the neural network. Finally, this may result in abnormal behavior in *Ehmt1*^Δ/+^ mice. Dysfunction of microglia has been reported to be involved in several neurodevelopmental diseases, including autism spectrum disorder, schizophrenia, and Rett syndrome (Cronk et al., 2015; Sekar et al., 2016). In agreement with our data, overproduction of Caspase-1 in the hippocampus or intracerebroventricular administration of IL-1β induces depression- and anxiety-like behaviors in mice (Li et al., 2018). To elucidate the relationship between the IL-1β pathway and microglia, we further depleted IL-1β in the *Ehmt1*^Δ/+^ background. As expected, *Il1b* KO rescued *Ehmt1*^Δ/+^ microglial activation and spine phenotypes. However, it was not sufficient to rescue abnormal behavior, suggesting that other pathways are also involved in *Ehmt1*^Δ/+^ behavioral phenotypes. A recent report showed that NMDA receptor-dependent neural network activity is altered in neurons induced from iPS cells of patients with KS and in *Ehmt1*^Δ/+^ mice, and that this neural network phenotype can be rescued by NMDA receptor antagonists (Frega et al., 2019). Furthermore, G9a/GLP mediates *BDNF* repression and regulates synaptic scaling *in vivo* and *in vitro* (Benevento et al., 2016). These NMDA receptor or BDNF pathways are also required for the full recovery of abnormal behavior in *Ehmt1*^Δ/+^ mice.

In conclusion, we demonstrated that some of the *Ehmt1*^Δ/+^ neurological phenotypes were reversible, even after birth, by GLP supply. *Ehmt1* haploinsufficiency activates neuroinflammation induced by the Caspase-1-IL-1β pathway. Thus, these data suggest that the IL-1β pathway is a novel potential therapeutic target for the treatment if activation of the Caspase-1-IL-1b pathway is also induced in KS.

### Limitations of the study

H3K9me2 and some of neurological phenotypes including abnormal behaviors were reversed by post-natal supply of GLP in the *Ehmt1*^Δ/+^ mice, but it is not known how the findings of this study can be applicable to KS. It is also not known whether the inflammatory genes are upregulated in neuronal cells in KS. Furthermore, postnatal neuron-specific GLP supply was not sufficient for the improvement of abnormal behaviors, suggesting that abnormal behaviors seen in the *Ehmt1*^Δ/+^ mice were caused by insufficient expression of GLP in both neuronal and non-neuronal cells, but which non-neuronal cells were critical remain to be known.

## STAR★METHODS

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse anti-Histone H3 K9 dimethyl monoclonal antibody, clone#6D11	Hayashi-Takanaka et al., 2009	N/A
Rabbit anti-Histone H3, CT, pan polyclonal antibody	Millipore	Cat# 07-690; RRID:AB_417398
Mouse anti-GLP monoclonal antibody (B0422)	Tachibana et al., 2005	N/A
Mouse anti-G9a monoclonal antibody (A8620)	Tachibana et al., 2005	N/A
Monoclonal ANTI-FLAG M2 antibody	Sigma-Aldrich	Cat# F3165; RRID:AB_259529
Chicken anti-NeuN polyclonal antibody	Millipore	Cat# ABN91; RRID:AB_11205760
Rabbit anti-Iba1 polyclonal antibody	Wako	Cat# 019-19741; RRID:AB_839504
Chicken anti-GFAP polyclonal Antibody	Abcam	Cat# ab4674; RRID:AB_304558
Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488	Thermo Fisher Scientific	Cat# A-11001; RRID:AB_2534069
Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 568	Thermo Fisher Scientific	Cat# A-11011; RRID:AB_143157
Goat anti-Chicken IgY (H+L) Secondary Antibody, Alexa Fluor 647	Thermo Fisher Scientific	Cat# A-21449; RRID:AB_2535866
Anti-NeuN, clone A60, Alexa Fluor 488 conjugated antibody	Millipore	Cat# MAB377X; RRID:AB_2149209

**Critical Commercial Assays**		

FD Rapid Golgi Stain Kit	FD Neuro Technologies	Cat# PK401
Sepasol -RNAⅠSuper G	Nacalai Tesque	Cat# 09379-84
Omniscript RT Kit	Qiagen	Cat# 205111
Power SYBR Green PCR Master Mix	Thermo Fisher Scientific	Cat#4367659
KAPA Hyper Prep Kit	Kapa Biosystems	Cat#KK8502

**Deposited Data**		

H3K9me2 ChIP-seq data	This paper	GSE162327
H3K9me2 ChIP-seq data	Iacono et al., 2018	GSE89010
Single nucleus RNA-seq analysis	This paper	GSE162934

**Experimental Models: Organisms/Strains**		

*Ehmt1* heterozygous knockout (*Ehmt1*^Δ/+^) mouse (C57BL6/J)	Tachibana et al., 2005	N/A
*Rosa26-CAG-FLAG-Ehmt1* Tg (*Ehmt1* iTg) mouse (C57BL6/J)	Deguchi et al., 2013	N/A
*Nestin-Cre* Tg mouse (C57BL6/J)	Isaka et al., 1999	N/A
B6.Cg-Tg(creEsr1)5AmcJ (*CAG-CreER* Tg) mouse	The Jackson Laboratory	Stock No: 004682
*CamKII-CreER* Tg mouse (C57BL6/J)	Erdmann et al., 2007	N/A
*Il1b* knockout (*Il1b*^Δ/Δ^) mouse, (C57BL6/J)	Horai et al., 1998	N/A

**Oligonucleotides**		

Primers sequences for RT-qPCR and ChIP-qPCR are listed in Table S4		

**Software and Algorithms**		

Prism6	Graphpad	https://www.graphpad.com/
ImageJ	NIH	https://imagej.nih.gov/ij/
R(3.3.3 or 3.6.0)	R Core Team (2017)	https://www.r-project.org/
edgeR (3.22.0)	Robinson et al., 2010	http://bioinf.wehi.edu.au/edgeR/
umap (0.2.7.0)	Leland M et al., 2018	https://github.com/tkonopka/umap
Fastq-mcf (1.04.807)	Aronesty (2011)	https://expressionanalysis.github.io/ea-utils/
FastQC (0.11.5).	Andrews et al. (2010)	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/
HISAT2 (2.0.4)	Kim et al., 2019	http://daehwankimlab.github.io/hisat2/
RSeQC (2.6.4)	Wang et al., 2012	http://rseqc.sourceforge.net/
featureCounts (1.5.0)	Liao et al., 2014	http://subread.sourceforge.net/
Trim Galore (0.3.7)		http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/
Bowtie (4.4.6)	Langmead and Salzberg, 2012	https://doi.org/10.1186/gb-2009-10-3-r25
GSEA		http://software.broadinstitute.org/gsea/

**Other**		

RamDA-seq reagents	Hayashi et al., 2018	N/A

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Yoichi Shinkai ()

#### Materials availability

All unique reagents generated in this study are available from the Lead Contact with a completed Material Transfer Agreement.

#### Data and code availability

RNA-seq and ChIP-seq data generated during this study have been deposited to NCBI: GSE162934 and GSE162327, respectively.

### Experimental model and subject details

#### Animals

Mice used in this study were under C57BL6/J background and housed as a group (4/cage) in 12 hours light/dark cycle. *Ehmt1*^Δ/+^, *Nestin-Cre*, *CAG-CreER* and *CamKII-CreER* mice were backcrossed with C57BL6/J by the speed congenic method using microsatellite PCR (Ogonuki et al., 2009). All mice experiments were approved by RIKEN safety divisions and conducted under institute rules and regulations. Tamoxifen (Merk) was given by oral administration (100 mg/kg, 2 times, 1 week-interval). Only male mice were used in this study and age of mice for behavioral analysis, Tamoxifen administration and dissection were summarized in Figure S6 and Table S6.

### Method details

#### Behavioral analysis

Male mice (>10) were used for behavioral analysis. At least 1 week-interval was given to mice between behavioral analysis.

1. Open field test

Single mouse was placed in a box (50 cm W X 50 cm L X 40 cm H, 70 lux) for 20 min. Behaviors including traveling distance and rearing number were recorded automatically and analyzed with its software (O’HARA & CO., LTD).

2. Light and dark test

Anxiety was examined using light (200 lux) and dark test for 10 min (O’HARA & CO., LTD). Time and distance in light or dark area, transition number between two areas and time for first latency entered to light area were recorded automatically.

#### Immuno-histological analysis

Brain was dissected out from mice anesthetized and perfused with phosphate buffered saline. Brain slices were soaked in 4% PFA overnight and mounted with O.C.T compound (Sakura Finetek) after 30% sucrose replacement to make frozen section. Antibodies used for IHC were; anti-Histone H3K9me2 (1:500 dil., clone#6D11 (Hayashi-Takanaka et al., 2009)), pan-Histone H3 CT (1:2000 dil., Millipore #07-690), anti-GLP (1:500 dil., clone#0422 (Tachibana et al., 2005)), anti-FLAG (1:2000, Sigma #F3165), anti-NeuN (1:2000 dil., Millipore #ABN91), anti-Iba1 (1:1000 dil., Wako #019-19741) and anti-GFAP (1:1000 dil., abcam #ab4674). Alexa Fluor 488, 564 or 647 conjugated antibodies were used as secondary antibodies (Thermo). Fluorescence images were captured with FV3000 (Olympus) or TCS sp8 (Leica) and intensity of fluorescence was quantitated with ImageJ software.

#### Western blot analysis

Total protein was extracted from whole brain lysed with RIPA buffer (50 mM Tris-HCl (pH7.5), 420 mM NaCl, 1% NP-40, 0.25% sodium deoxycholate, 1 mM EDTA). Twenty μg (for Histone) and 40 μg lysate (for mGLP/G9a) was subjected on SDS-PAGE and blotted with antibodies (anti-HistoneH3 K9me2, pan-Histone H3, mGLP and G9a). Blots were analyzed and quantitated with Odyssey CLx (LI-COR) or ImageJ. Quantified protein band were normalized with internal control (pan Histone H3 or α-Tubulin) and relative amount of proteins was calculated by mean of wild type as 1.

#### Golgi staining

Mouse brain was dissected out and proceeded to Golgi staining with FD Rapid Golgi Stain Kit (FD Neuro Technologies). Images of cortical neuron were taken by Aperio CS2 (Leica) or BX53 (Olympus) and analyzed by Aperio Image Scope (Leica) or ImageJ software. We selected 20-25 pyramidal neurons in layer II-III of cortical region and analyzed spine number on 2^nd^ or 3^rd^ apical dendrite brunch. We only counted spine number from single brunch in one neuron (number of counted dendrites was listed in Table S6). For spine morphology analysis, images were taken by BX53 and analyzed with ImageJ software. Dendritic spines were classified into mature or not mature spine by their shape and head size (Risher et al., 2014). In brief, mushroom shape (head width >0.6 μm) and branched shape spines were classified as mature spines.

#### RT-qPCR analysis

Total RNA was extracted from mice frontal cortex using Sepasol RNA I SuperG (Nacalai). Using 1 μg RNA, reverse transcription was carried with Omniscript RT kit (Qiagen). Quantitative PCR was performed using Power SYBR Green master mix (Thermo) with primers listed in Table S4.

#### Single nucleus RNA-seq analysis

Cell nuclei were isolated from cortical region of adult mice brain (14 weeks old, 3 mice for each genotype were used) as described previously (Mo et al., 2015). In brief, minced cortex was homogenized with ice-cold homogenization buffer (0.25M sucrose, 25 mM KCl, 5 mM MgCl_2_, 20 mM Tricine-KOH (pH7.5), 1mM DTT, 0.15 mM spermine, 0.5 mM spermidine and EDTA-free protease inhibitor) using a loose pestle. After that, IGEPAL-630 was added to homogenate (final conc. 0.3%) and the homogenate was further dounced with a tight pestle. The homogenate was filtered through a 40 μm strainer (Falcon) and mixed with same amount of 50% iodixanol solution (OptiPrep, AXIS-SHIELD) in homogenization buffer. The sample was underplayed with iodixanol gradient (30 and 40%) and centrifuged at 10,000*g* for 18 min in a swinging bucket (SW55Ti, Beckman) at 4°C. Nuclei fraction was placed at the boundary between 30 and 40% iodixanol layer. Collected nuclei were stained with 4′,6-diamidino-2-phenylindole (DAPI, 0.5 μg/ml). Subsequently, single-nucleus sorting was performed using MoFlo Astrios (Beckman Coulter). To remove debris from nucleus suspension, DAPI positive single nuclei were sorted into 1 μl of RamDA-seq cell lysis buffer in a 96-well PCR plate (BIOplastics) or a 384-well PCR plate (Eppendorf). Single-nucleus RNA sequencing libraries were prepared according to the RamDA-seq method (Hayashi et al., 2018). The RamDA-seq libraries were sequenced using Illumina NextSeq 500 (single-read 76 cycle sequencing).

Fastq-mcf (version 1.04.807) was used to trim adapter sequences and generate read lengths of 75 nucleotides (nt) with the parameters “-L 42 -l 42 -k 4 -q 30 -S”. Adaptor trimming and quality assessment of the FASTQ files were performed using Fastq-mcf (version 1.04.807) and FastQC (version 0.11.5). The trimmed reads were mapped to the mouse genome (mm10) using HISAT2 (version 2.0.4) and categorized as exonic, intronic or intergenic using RSeQC (version 2.6.4). In addition, we also executed a variety of quality control to detect poorly performing samples using a combination of RSeQC and the featureCounts function of Subread (version 1.5.0) based on the ratio of reads mapping to mitochondrial RNAs and rRNA (< or > mean±3SD), the coverage profile along gene bodies and number of assigned reads to gene regions (Figure S7A). As a result of quality control, 736 cells (WT, 368 cells; *Ehmt1*^Δ/+^, 368 cells) were used for the following analysis. Raw count values for each gene were quantified using the featureCount with default parameters and Gencode mouse gene annotation (v15).

Further bioinformatics analysis, statistics and data visualization were mainly performed using R. Using the umap R Package (version 0.2.7.0), we performed uniform manifold approximation and projection (UMAP) and identified three clusters showing different features. In addition, some cells with weak cell type characteristics were excluded from the analysis. The final cell types in each cluster were determined using a combination of marker genes identified from literature (Table S5). The final number of cells analyzed was 730 cells (WT Neuron, 253 cells; WT Oligodendrocyte, 73 cells; WT Microglia, 36 cells; *Ehmt1*^Δ/+^ Neuron, 265 cells; *Ehmt1*^Δ/+^ Oligodendrocyte, 71 cells; *Ehmt1*^Δ/+^ Microglia, 32 cells;). Differential expression between wild type and KO mouse is calculated by edgeR (version 3.22.0). Nuclear RNA in neural cells prepared from neuron-specific post-natal mGLP supply series was examined in a similar manner, except poor performing samples were excluded based on the coverage profile along to gene bodies (WT 285 cells, *Ehmt1*^Δ/+^ 306 cells, *Ehmt1* iTg 275 cells, *Ehmt1*^Δ/+^; iTg 285 cells) (Figure S7B).

#### ChIP-seq analysis

For ChIP-seq analysis, nuclei were isolated from frontal cortical region by iodixanol density gradient as described above (12 weeks old, 3 mice for each genotype were used). Collected nuclei were incubated with anti-NeuN conjugated with Alexa Fluor 488 (1:1000, Millipore #MAB377X). NeuN(+)-nuclei and NeuN(-)-nuclei were sorted by FACSAria II (BD). After collection of NeuN(+) nuclei, ChIP-seq analysis was conducted as previously reported (Fukuda et al., 2018). In brief, chromatin was immunoprecipitated from isolated NeuN(+) nuclei using H3K9me2 antibody (6D11) after Micrococcal Nuclease treatment. ChIP-seq libraries were prepared using KAPA Hyper Prep Kit (Kapa Biosystems) and sequenced using HiSeq X (Illumina Inc.). Raw FastQ data were trimmed with Trim Galore (v0.3.7, default parameters) and mapped to the mouse GRCm38 genome assembly using Bowtie (v4.4.6) (Langmead and Salzberg, 2012; Langmead et al., 2009). Read per million (RPM) in each 80-kb window was calculated by original perl script. For correlation analysis between H3K9me2 ChIP-seq data in NeuN+ neuron and HiC-seq data in J1 mESCs (Dixon et al., 2012), we used component score in each 80-kb bin, which was gifted from Dr. Hiratani in Riken (Takahashi et al., 2019). Hi-C data derived from J1 mESCs were used for the analysis (Dixon et al., 2012). Cool format Hi-C fragment data sets (https://github.com/mirnylab/cooler) were downloaded (ftp://cooler.csail.mit.edu/coolers, file name: Dixon2012-J1 mESC-HindIII-allreps-filtered.frag.cool) and this .cool format fragment file was converted to 80-kb bin resolution data sets using the cooler tools and an in-house script. Normalization was performed using the balance command of cooler using default parameters. After this, A/B compartments were calculated using the cworld package (https://github.com/dekkerlab/cworld-dekker; matrix2compartment.pl, option: --ez).

#### Gene ontology analysis

For gene ontology enrichment analysis, DE gene (FDR < 0.01 and logFC > 0.9) was analyzed by GSEA (Mootha et al., 2003; Subramanian et al., 2005).

### Quantification and statistical analysis

Statistics analysis was performed using Prism6, R or Microsoft Excel application. All statistics analysis was summarized in Table S6.

# Supplementary material for: Derepression of inflammation-related genes link to microglia activation and neural maturation defect in a mouse model of Kleefstra syndrome
**Source:** iScience. 2021 Jun 17;24(7):102741. doi: 10.1016/j.isci.2021.102741
**Supplement:** Document S1. Figures S1–S6, and Tables S1, S4, and S5

## **Supplemental information**

### **Derepression of inflammation-related genes link to microglia activation and neural maturation defect in a mouse model of Kleefstra syndrome**

**Ayumi Yamada, Takae Hirasawa, Kayako Nishimura, Chikako Shimura, Naomi Kogo, Kei Fukuda, Madoka Kato, Masaki Yokomori, Tetsutaro Hayashi, Mana Umeda, Mika Yoshimura, Yoichiro Iwakura, Itoshi Nikaido, Shigeyoshi Itohara, and Yoichi Shinkai**

## Supplemental Information

Document S1. Figure S1-S7 and Table S1, S4 and S5

### **Fig. S1 FLAG-GLP expression in both neuronal and non-neuronal cells of *Ehmt1* iTg (+ or -) in *Nestin-Cre* mice brain (related Fig. 1)**

(A) Genomic structure of inducible *Ehmt1* Tg mice. In the case of *CreER* mouse, oral administration of Tamoxifen (Tam) induced exogenous *FLAG-Ehmt1* expression. (B) FLAG-GLP expression in *Ehmt1* iTg (+); *Nestin-Cre* or iTg (-) mice. Green staining shows FLAG-GLP expression and magenta staining represents each cell type. NeuN for neuron, Olig2 for oligodendrocyte and GFAP for astrocyte were used for cell type specific markers. White arrowhead indicated oligodendrocyte or astrocyte, respectively. DNA was stained with DAPI (cyan). Magnification; X40 with X2 digital zoom

### **Fig. S2 FLAG-GLP expression in *Ehmt1* iTg; *CAG-CreER* mice (related Fig. 1) or in *Ehmt1* iTg; *CamKII-CreER* mice after Tam treatment (related Fig. 2)**

(A) FLAG-GLP expression was induced by Tam administration at 3 and 4 weeks old. FLAG-GLP (Green) was detected in both neuronal and non-neuronal cells of *Ehmt1* iTg; *CAG-CreER* at 5 weeks old mouse cortical region (1 week after induction). Each cell type was detected with cell type specific markers same as Fig. S1B (magenta). White arrowhead indicated oligodendrocyte or astrocyte, respectively. DNA was stained with DAPI (cyan). Magnification; X40. (B) H3K9me2 level of NeuN+ or GFAP+ cells were quantitated and normalized with pan H3 staining. Forty NeuN+ or GFAP+ cells were quantitated and shown as mean $\pm$ SD (n=3). \*p<0.05 (vs WT), One-way ANOVA. (C)

FLAG-GLP expression in cortex and hippocampus area after Tam treatment in *Ehmt1* iTg; *CamKII-CreER* mice. FLAG-GLP (green) was only expressed in NeuN+ cells (magenta), FLAG signal was absent in NeuN negative cells (white arrow head). Magnification; X60 with digital zoom X1.5) (D) GLP level (green) of NeuN+ (cyan) or GFAP+ (cyan) cells in cortex area (wild type (WT, circle), *Ehmt1*<sup>Δ/+</sup> (Δ/+, square), *Ehmt1* iTg (iTg, up triangle) and *Ehmt1*<sup>Δ/+</sup>; iTg (Δ/+, iTg, diamond) with *CamKII-CreER* mice) was quantitated and normalized with pan H3 staining (magenta). Thirty cells were quantitated for each animal and relative amount of GLP protein was calculated from mean of WT as 1 and shown as mean±SD (n=3). \*p<0.05, \*\*p<0.01 and \*\*\*p<0.001 (vs WT), One-way ANOVA. Magnification; X60.

**Fig. S3 Level of H3K9me2 in *Ehmt1* iTg; *CamKII-CreER* mouse brain with Tam.**  
(related to Fig. 2)

(A) H3K9me2 (green) and pan-H3 (magenta) staining of wild type (WT), *Ehmt1*<sup>Δ/+</sup> (Δ/+), *Ehmt1* iTg (iTg) and *Ehmt1*<sup>Δ/+</sup>; iTg (Δ/+, iTg) with *CamKII-CreER* mice brain, quantitated graph was shown in Fig 2B. Neurons were stained with anti-NeuN Ab (left, cyan) and astrocytes were stained with anti-GFAP Ab (right, cyan), respectively. Magnification; X60. (B) Comparison of two independent H3K9me2 ChIP experiments (ChIP#1 and #2). ChIP analysis was performed with sorted NeuN+ nuclear fraction prepared from WT, Δ/+, iTg and Δ/+, iTg mice cortex (Tam treatment at 3 weeks old of age, and dissection at 12 weeks old). Pearson's r value was shown at the right bottom corner. (C) H3K9me2 ChIP seq data of experiment #2 was shown as Read per million (RPM) in 80 kb window (upper panel) and compartment score (lower panel) vs WT.

**Fig. S4 H3K9me2 ChIP-seq analysis of published adult hippocampus of *Ehmt1*<sup>+/-</sup> mice (related to Fig. 2) and illustration for microglia classification. (related to Fig. 3C)**

(A, B) H3K9me2 ChIP-seq data of adult hippocampus of *Ehmt1*<sup>Δ/+</sup> mice reported by (Iacono et al 2018) was re-analyzed and shown as read per million (RPM) in 80 kb window (A) and compartment score vs WT (B). (C) Illustration and summary table for morphological classification of microglia. Iba-1+ microglia were classified into 5 morphological groups (class I to V) with same discrimination reported by Diz-Chaves et al. (2012).

**Fig. S5 Recovery of the *Ehmt1*<sup>Δ/+</sup> mouse brain phenotypes by neuron specific GLP supply from the postnatal stage. (related to Fig. 4)**

(A) Representative images of Golgi staining of cortex area in *CamKII-CreER* group mice (Tam+, 16 weeks old). Spine morphology surrounded with red-dotted square was enlarged and shown at upper right box. (B) Single nuclear RNA sequencing of nuclei isolated from mouse frontal cortical region using 3 WT, *Ehmt1*<sup>Δ/+</sup>, *Ehmt1* iTg and *Ehmt1*<sup>Δ/+</sup>; iTg mice each (14 weeks old). UMAP plots showed the cluster of neuron (green), microglia (pink) and oligodendrocyte (blue), respectively. (C) Histone H3K9me2 ChIP analysis in *Casp1* locus. NeuN+ cells were sorted from wild type (WT, gray), *Ehmt1*<sup>Δ/+</sup> (Δ/+, light gray), *Ehmt1* iTg (iTg, dark gray) and *Ehmt1*<sup>Δ/+</sup>; iTg (Δ/+, iTg, angled stripe) with *CamKII-CreER* mice cortex (12 weeks old). ChIP efficiency of two independent experiments was shown as %input. (D) Microglial cells in cortex area of

*CamKII-CreER* group mice (Tam<sup>+</sup>, 16 weeks old) were stained with Iba-1 antibody (magenta) and classified by morphology into type I-V. Magnification; X60

**Fig. S6 Summary of GLP supply experiments by different Cre or CreER driver mouse lines (related to Fig. 1-5)**

(OF; open field test, LD; light and dark test. IHC; immunohistochemistry, WB; western blot analysis)

**Fig. S7 Quality control for single-nucleus RNA seq (related to Fig. 4 and 5D)**

The coverage profiles against gene bodies before or after trimming were shown. Poor performing sample were eliminated from analysis. (A) Wild type (WT) and *Ehmt1*<sup>Δ/+</sup> mice sample (related Fig. 4) (B) CamKII-CreER series samples (WT, *Ehmt1*<sup>Δ/+</sup>, *Ehmt1* iTg and *Ehmt1*<sup>Δ/+</sup>; iTg with *CamKII-CreER* mice treated with Tam at 3 weeks old)

**Table S1. Read number of H3K9me2 ChIP-seq analysis (related Fig. 2C and S3B)**

**Table S4. List of oligonucleotides used in this study (related to STAR Methods)**

**Table S5. List of genes used to classify cell types for single nucleus RNA-seq analysis (related to STAR Methods)**

(A)

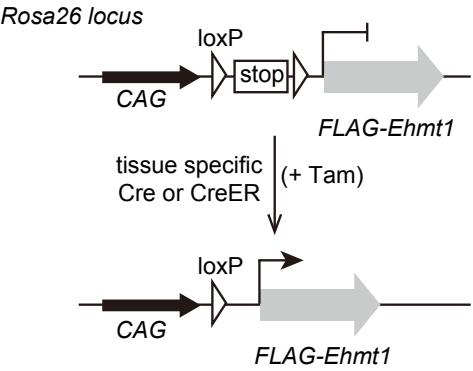

(B)

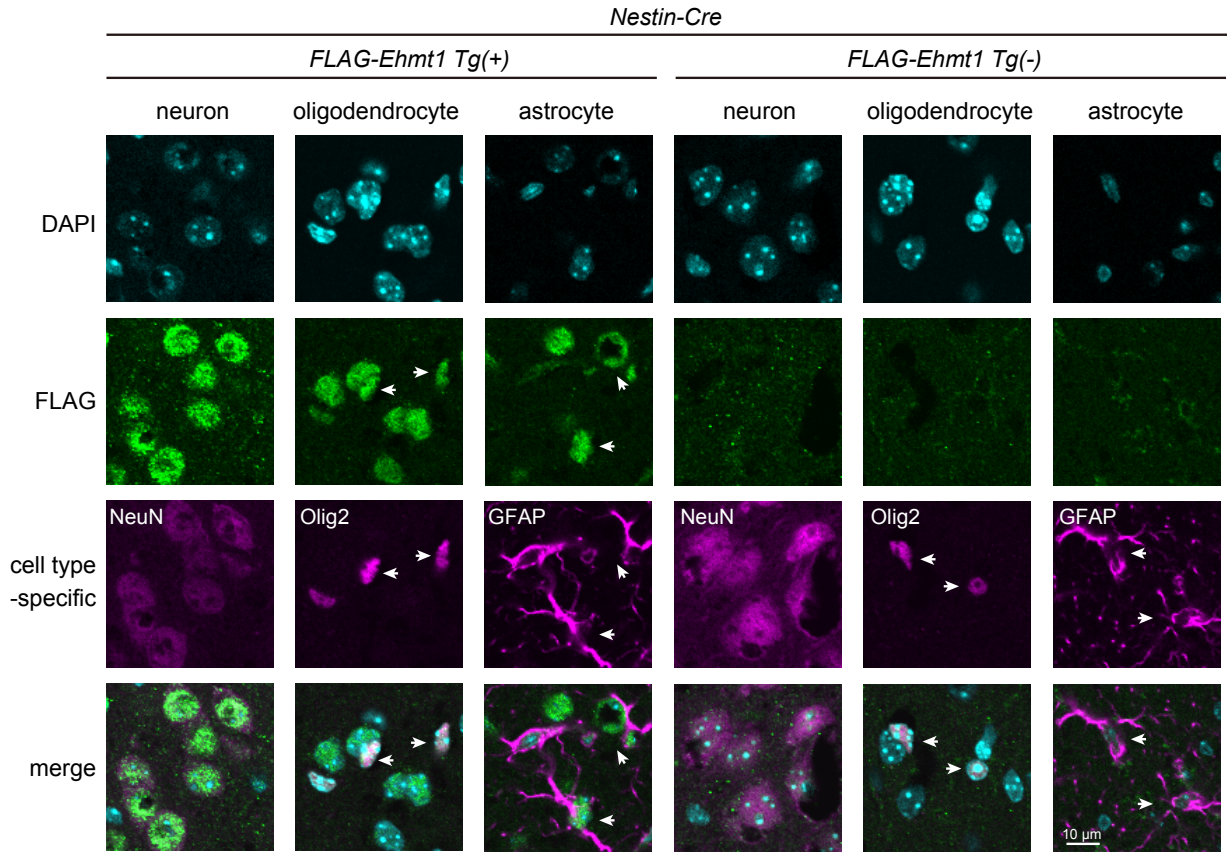

(A)

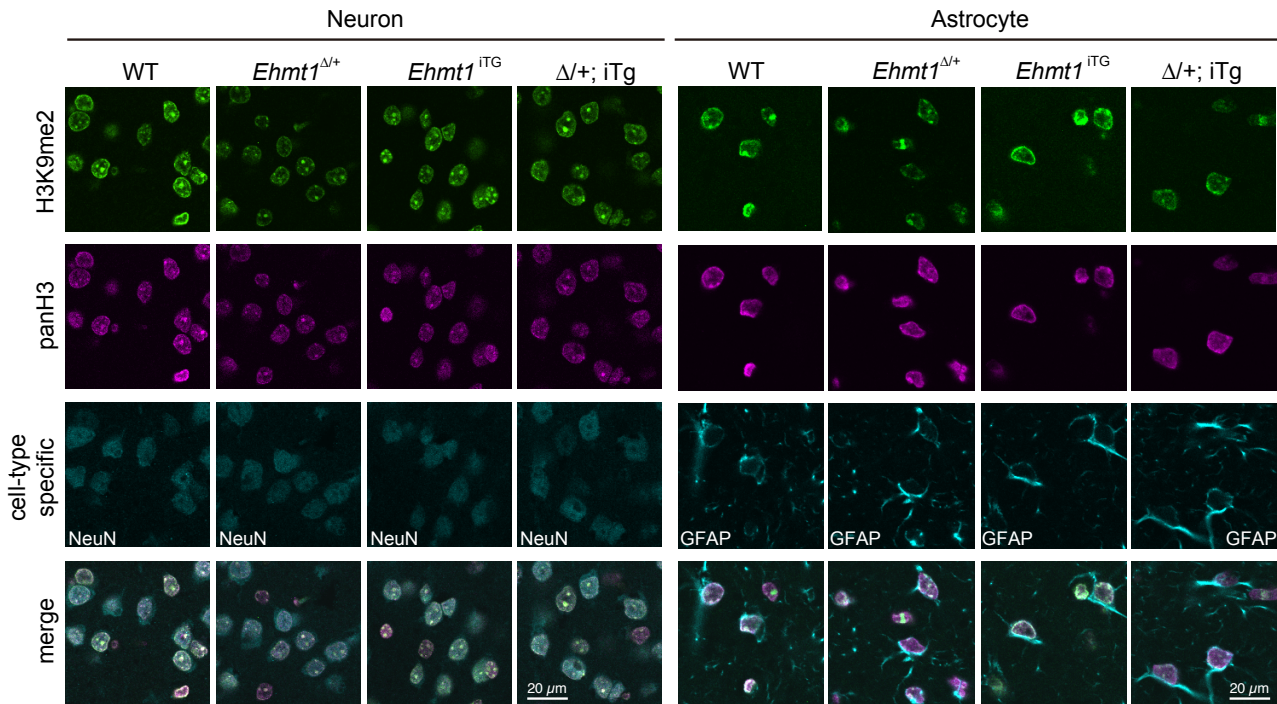

(B)

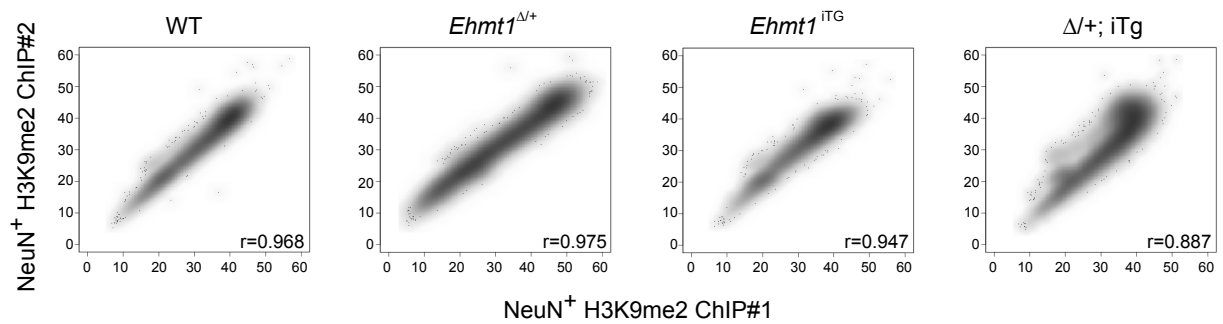

(C)

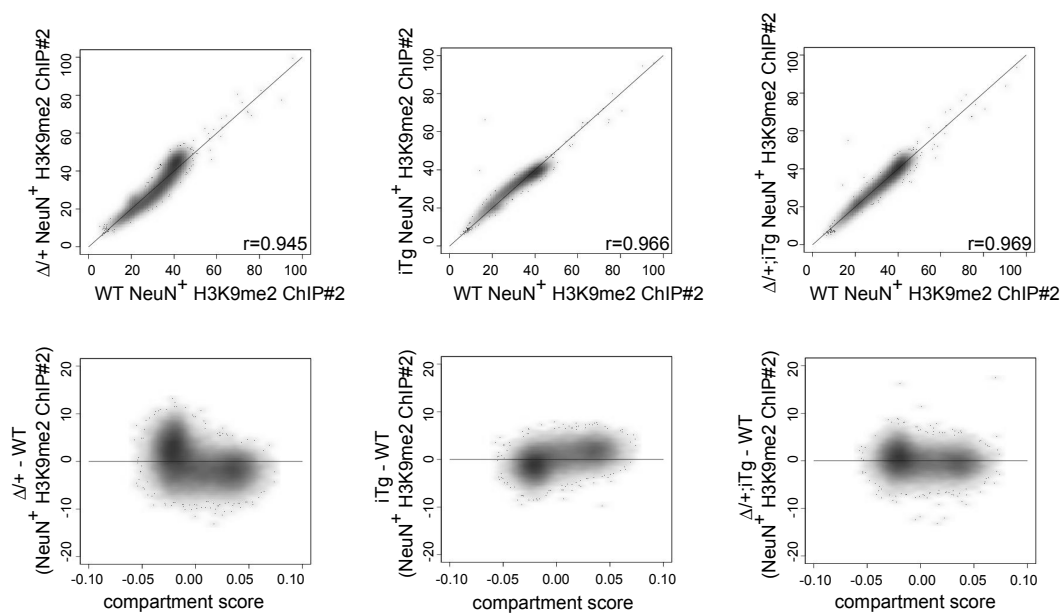

(A)

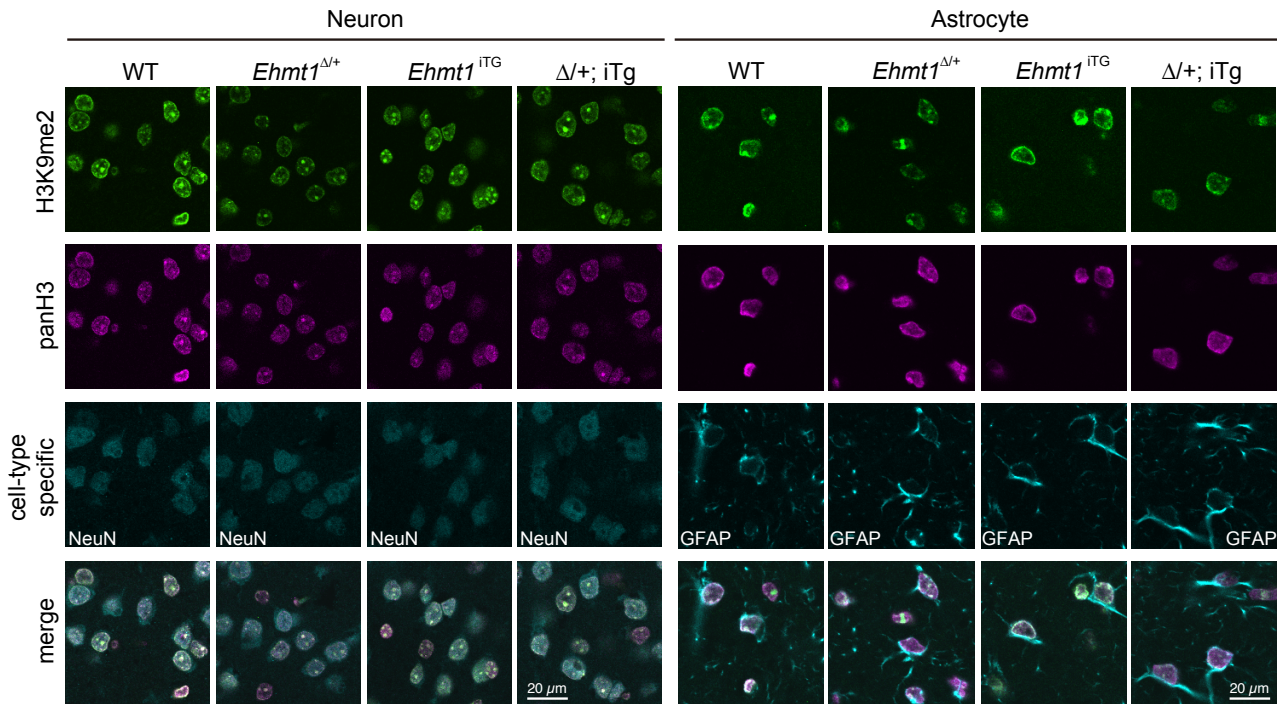

(B)

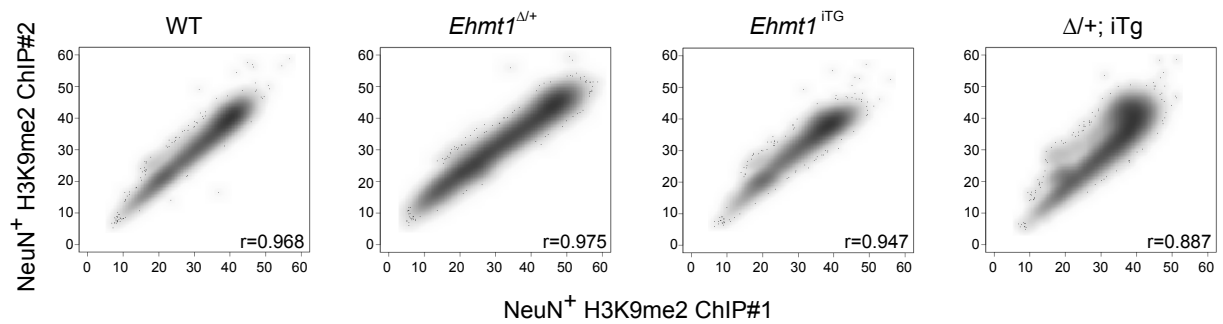

(C)

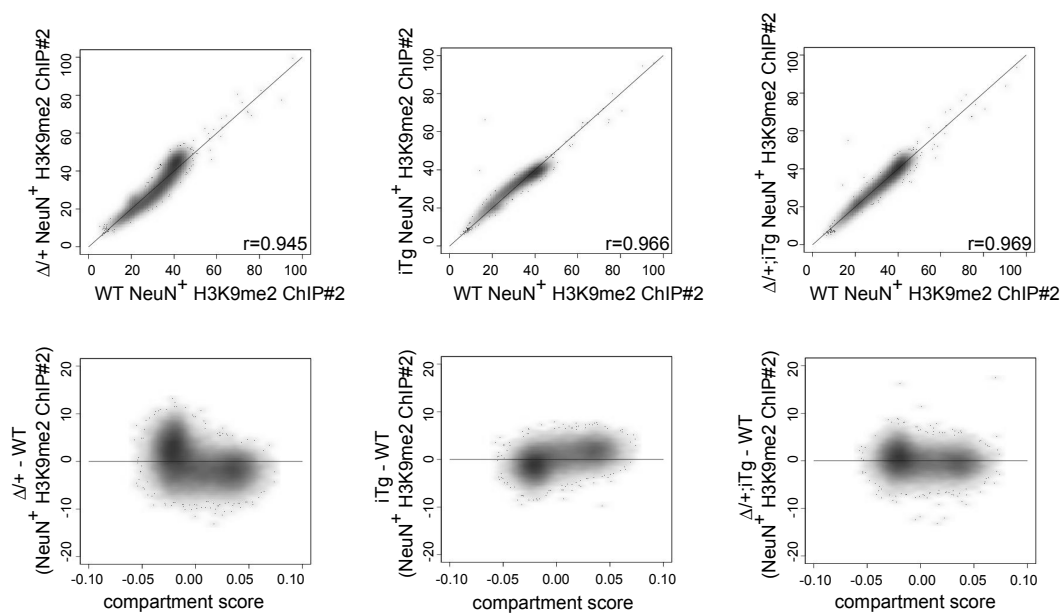

(A)

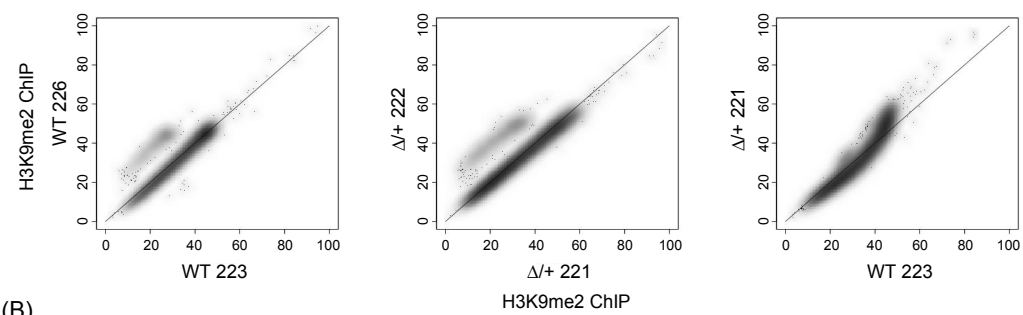

(B)

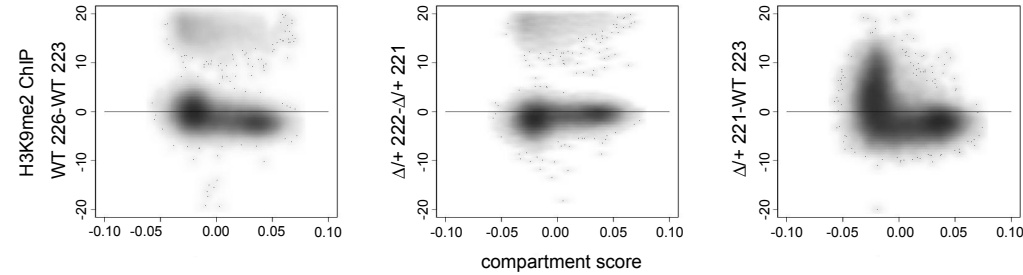

(C)

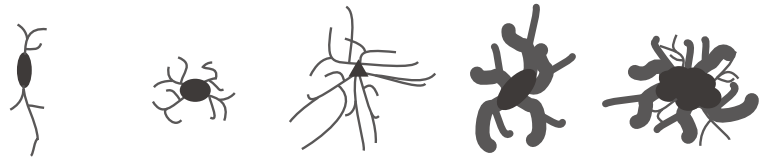

|                   | I    | II         | III       | IV          | V           |
|-------------------|------|------------|-----------|-------------|-------------|
| branch number     | 1-2  | <4         | many      | many        | many        |
| branch morphology | thin | thin/short | thin/long | thick/short | thick/short |
| cell body         |      |            | small     | big         | amoeboid    |

(A)

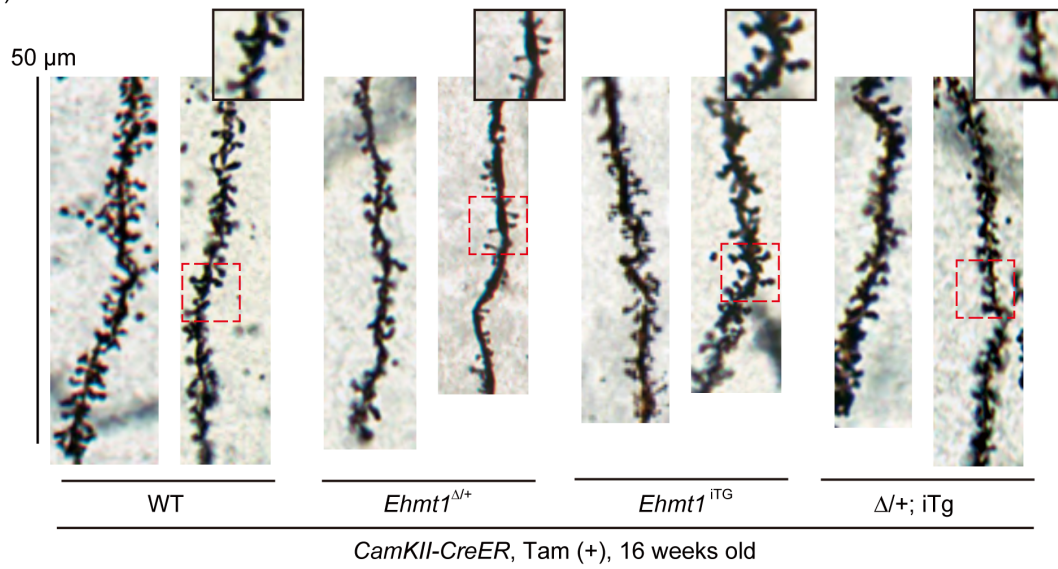

(B)

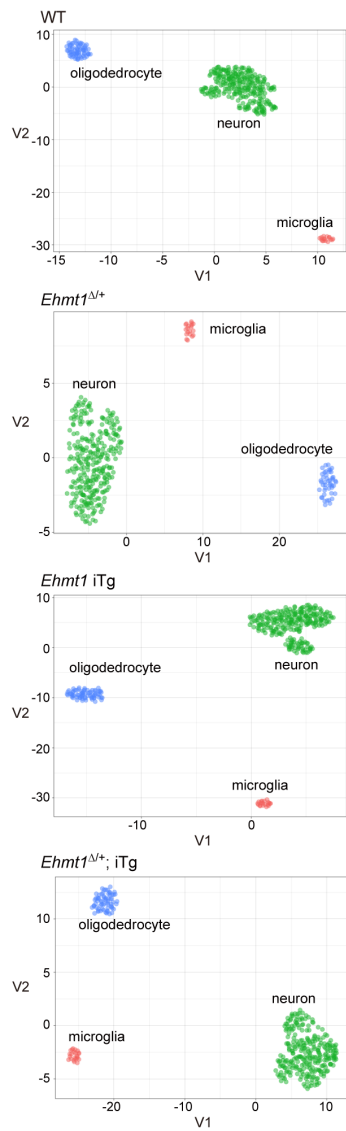

(C)

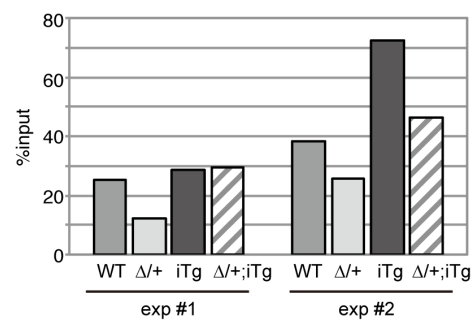

(D)

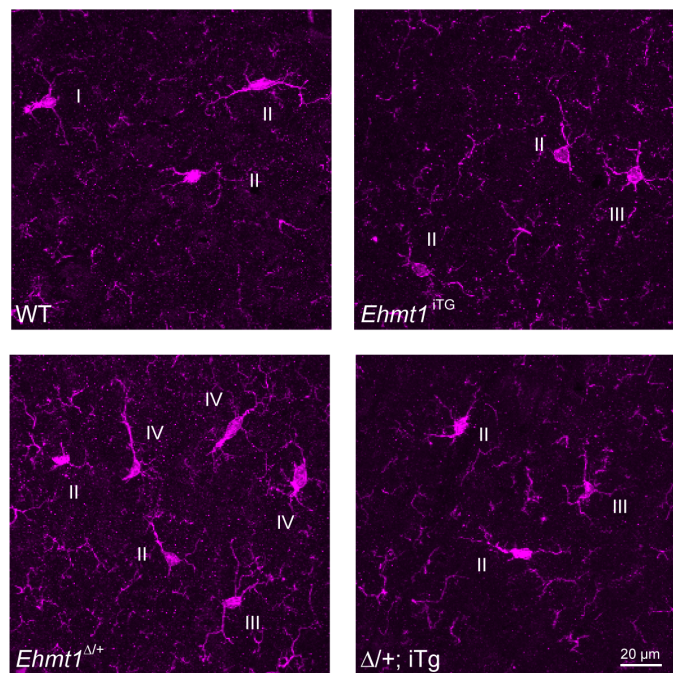

Nestin-Cre system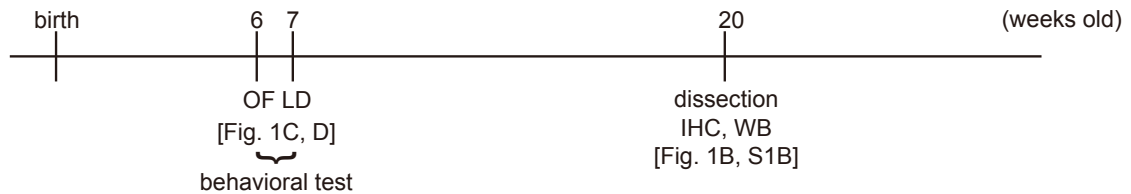CAG-CreER system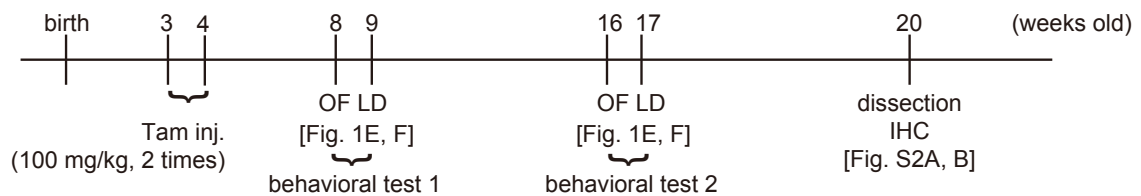CamKII-CreER system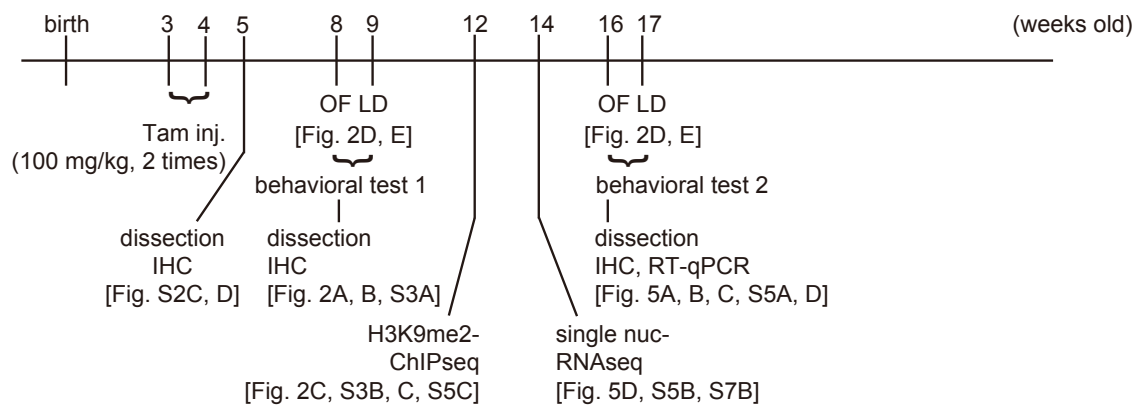Ehmt1<sup>Δ+</sup> X Il1b<sup>ΔΔ</sup> experiments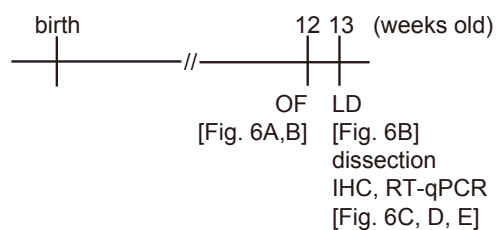Ehmt1<sup>Δ+</sup> experiments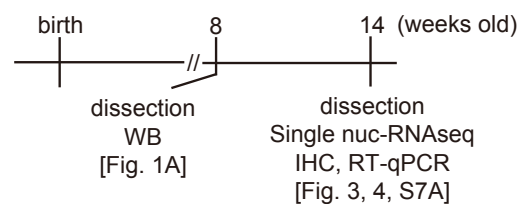

(A)

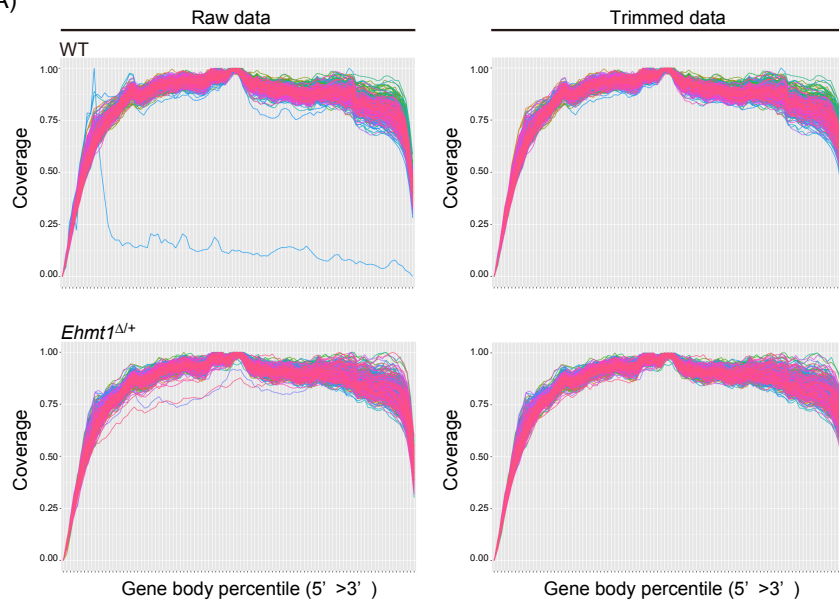

(B)

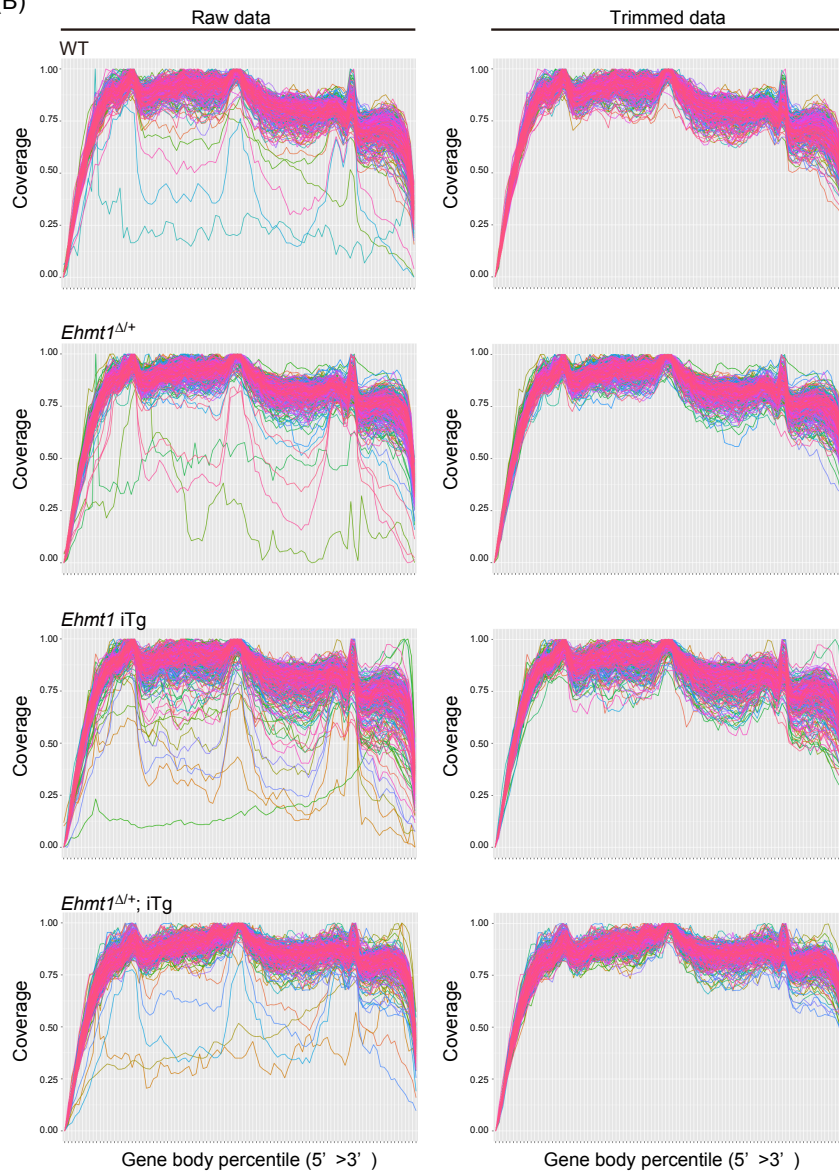

Table S1\_Yamada,A

Table S1. Read number of HistoneH3K9-dimethylation ChIP analysis, related Fig. 2C and S3B.

| ChIP | genotype                          | read number |                               |                                      |
|------|-----------------------------------|-------------|-------------------------------|--------------------------------------|
|      |                                   | total       | after remove low quality read | after mapping and remove duplication |
| #1   | WT                                | 69526988    | 68923154                      | 62708707                             |
|      | <i>Ehmt1</i> <sup>Δ/+</sup>       | 64064010    | 63448000                      | 41658398                             |
|      | <i>Ehmt1</i> iTg                  | 70175498    | 69385090                      | 47323382                             |
|      | <i>Ehmt1</i> <sup>Δ/+</sup> ; iTg | 78921630    | 78436226                      | 55552788                             |
| #2   | WT                                | 69526988    | 68923154                      | 51564050                             |
|      | <i>Ehmt1</i> <sup>Δ/+</sup>       | 54283362    | 53869616                      | 40204190                             |
|      | <i>Ehmt1</i> iTg                  | 87350172    | 86649776                      | 53036087                             |
|      | <i>Ehmt1</i> <sup>Δ/+</sup> ; iTg | 65198348    | 64644578                      | 45069878                             |

Table S4. List of Oligonucleotides used in this study, Related to STAR Methods

Primers used for RT-qPCR

| Gene          | Forward primer (5' to 3') | Reverse primer (5' to 3') |
|---------------|---------------------------|---------------------------|
| <i>mCasp1</i> | TGGTCTTGTGACTTGGAGGAC     | CCCTATCAGCAGTGGGCATC      |
| <i>mIl1b</i>  | ACAAGGAGAACCAAGCAACG      | GTGCCGTCTTTCATTACACAGG    |
| <i>mTubb3</i> | TGGACAGTGTTTCGGTCTGG      | CCTCCGTATAGTGCCCTTTGG     |
| <i>mHprt</i>  | CGTGATTAGCGATGATGAACCAGG  | CATCTCGAGCAAGTCTTTCAGTCC  |

Primers used for ChIP-qPCR

| Gene          | Forward primer (5' to 3') | Reverse primer (5' to 3') |
|---------------|---------------------------|---------------------------|
| <i>mCasp1</i> | CTTGTTCCCTCTCCTGTGAATCC   | AAGGAAGGGAGTGAGTCTTAGT    |

How the deposited data were processed for this re-analysis (not part of the article)

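Single nuclei of mouse cortex were measured by RamDA-seq in 2207 nuclei of 6 pools: WT and *Ehmt1*Δ/+ in 96-well plates, and WT, *Ehmt1*Δ/+, iTg and *Ehmt1*Δ/+; iTg in 384-well plates. Each pool came from 3 mice of 14 weeks of age. The condition and the cell type of each nucleus were taken from its sample labels, and each of the 2207 columns of the expression tables matched 1 sample by name. The labels tie no nucleus to a mouse, so the pool was the unit of replication.

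Per the paper's methods, the authors trimmed adapters with Fastq-mcf, mapped the reads to mm10 with HISAT2, removed poor nuclei by RSeQC and featureCounts measures, counted reads per gene with featureCounts and a Gencode annotation, and set cell types by UMAP clusters and marker genes. The authors deposited RPKM values for 52636 genes in 1 table per plate format, and these RPKM values, already filtered to the nuclei kept, were the starting point here. The methods give default counting parameters. In each nucleus, 100% of the values above 0 were whole multiples of a hundredth of a read within 0.001 hundredths, while 30.9% in the 96-well and 26.6% in the 384-well plates were not whole reads, so reads with several matches had been divided. Genes with close copies, such as *Xlr3a*, *Xlr3b* and *Xlr3c*, and overlapping genes can therefore share reads. Gene symbols were those of the tables (52403 genes), and coordinates were taken from the GENCODE M21 annotation of the same build for the 49121 genes with the same versioned identifier.

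The read total of each nucleus was recovered from these steps. In neurons the median was between 323273 and 397880 reads in every pool, and in glia it was between 441701 and 510639 in the 96-well plates and between 39940 and 54877 in the 384-well plates. The lower depth of glia in the 384-well plates limits the detection of *Casp1* there.

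A nucleus was *Casp1*-positive with a value above 0. Shares were given with exact Clopper-Pearson intervals at 95%, which cover counting error only, and a share of 0 also with the limit that 3 counts allow. Excitatory, inhibitory and *Rorb*-positive neurons were those with *Slc17a7*, *Gad1* and *Rorb* above 0. To compare shares across depths, nuclei were thinned to the percentile 10 of read totals of their plate format, which is 298762 reads in the 96-well plates (27 WT neurons and 43 labelled *Ehmt1*Δ/+ left out) and 48585 reads in the 384-well plates (1 neuron labelled *Ehmt1*Δ/+; iTg left out).

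For gene levels, RPKM was averaged over the nuclei of a pool and cell type, and log2 ratios were taken after adding 0.1, which understates the ratio of low genes. The only test with replicates compared *Ehmt1*Δ/+ with WT over both plate formats, with 4 pools per cell type, the plate format as a block and 1 residual degree of freedom, by limma 3.58.1 in R 4.3.3 with Benjamini-Hochberg adjustment at 0.05. Genes above 0 in at least 10% of the nuclei of one genotype in both plate formats were tested. The design first set a count test on summed counts by edgeR, the tool the authors used on single nuclei, and named limma on pool means for the case that no counts were given. As the files hold RPKM, limma was used. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1.

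The 28 gene lists and the rule for named genes were set before the data were examined. The rule takes every gene that the paper names for these nuclei, the 10 genes ranking highest and the 10 ranking lowest per cell type by the smaller of both log2 ratios of *Ehmt1*Δ/+ to WT, the 5 highest and 5 lowest genes of the neuron columns of Table S2, whose values had been seen in that table, and the list members called, or else those with the highest mean. Predicted genes without a symbol of their own, ribosomal pseudogenes and small RNAs were passed over, 13 of them among the higher and 8 among the lower ranks in neurons. Of the genes that the rule names, 1 is not reported here. A list's median was set against 10000 random lists matched on mean value in 20 bins, as a description of these pools, since genes are not replicates. The lists of Table S2 were matched by symbol, which found 164 of 180 higher and 549 of 575 lower genes for neurons. For the list of immune genes, the members came from the paper's higher list for neurons.

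The steps were tested on simulated data. Read totals were recovered in 50 of 50 simulated nuclei of each plate format, and the exact intervals held the true share in 96.9%, 95.95% and 96.15% of 2000 draws at 250, 30 and 280 nuclei. With 50 genes changed per size among the 23941 genes of neurons, limma called 2 at a log2 change of 1, 44 at 2, 49 at 3 and 50 at 4, with 12 unchanged genes also called. Among 13966 genes of microglia and 12907 of oligodendrocytes it called none at any of these sizes. A count of 0 called genes in glia therefore says nothing about changes of this size. In neurons the genes simulated at 3 and 4 ease the adjustment for all sizes, so these rates need not hold in the real pools.

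The self-test of limma drew its spread from the fitted prior of each cell type. Alternatives covered the threshold of a positive nucleus, thinning, the class rule, marker-positive nuclei, leaving out a plate code, the pseudocount, filters, the block, the library size, weighting by reads, limma with trend, centring, excitatory neurons alone, and neurons without the 4 nuclei (2 labelled *Ehmt1*Δ/+ in the 96-well plates, 1 labelled *Ehmt1*Δ/+ and 1 labelled *Ehmt1*Δ/+; iTg in the 384-well plates) that had 10 or more of 20 homeostatic microglia genes above 0. ChIP-seq, immunostaining, behavior, western blots and RT-qPCR were not analysed here.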

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

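The tests of free neuronal RNA and of *Ehmt1* reads shared with other copies were set before their results were seen, and the other tests of this part were chosen only after the result was seen.

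*Ehmt1* RNA was higher in each neuron pool labelled *Ehmt1*Δ/+, in data the paper does not report, with log2 ratios of 0.73 to WT in the 96-well plates, 0.69 to WT in the 384-well plates and 0.71 of *Ehmt1*Δ/+; iTg to iTg. Of 23941 genes tested, 11 had a smallest ratio over these 3 pairs above that of *Ehmt1*. A shift of the whole region is argued against by 62 tested genes within 1 Mb of *Ehmt1*, whose median log2 ratio was -0.021 with an SD across genes of 0.24. Reads shared with other copies of the gene cannot be told apart from a higher level of its own, since 7.61% of the *Ehmt1* values above 0 were not whole reads, between the bounds set for either case. An exchange of the WT and *Ehmt1*Δ/+ labels in each pair cannot be told apart either, because *Casp1*, which the paper finds higher in *Ehmt1*Δ/+ cortex, was higher in the neurons labelled *Ehmt1*Δ/+ by at least 0.92 on the log2 scale while *Ehmt1* was higher too, and RNA from the Δ allele, compensation at the RNA level and the lower GLP protein of the paper's blot were not tested in these values.

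A larger share of neurons labelled *Ehmt1*Δ/+ than of WT neurons was *Casp1*-positive. Microglial RNA in the 96-well neurons is argued against by 20 homeostatic microglia genes, which stood at a median of 0.723% of the level that the gain in *Casp1* would need, with none at 100% and *Aif1* highest at 51.2%. Deeper sequencing is argued against by the ratio of shares at 1 read depth, 2.25 in the 96-well plates, and more excitatory neurons by the share of 20.8% that the pool labelled *Ehmt1*Δ/+ keeps with the class shares of WT. The plate and the genotype cannot be told apart, since the pools labelled iTg (2.55%) and *Ehmt1*Δ/+; iTg (4.29%) carry the plate code of the 384-well pool labelled *Ehmt1*Δ/+ (10.8%), but 357 and 360 of its well names recur in them, so each code stands for more than 1 plate, as in the 96-well plates. In the 384-well neurons labelled *Ehmt1*Δ/+ those 20 genes had a median log2 ratio to WT of 0.59, or -0.056 without 1 nucleus that held 18 of them and no *Casp1*, and microglial RNA is argued against by a median of 7.06% of the level needed, with *Aif1* (357%) and *P2ry13* (152%) above 100%, while an effect of the genotype remains a hypothesis, with a ratio of shares of 2.05 and overlapping intervals in these plates and 1 pool per genotype in each plate format.

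Genes in the lower lists of all 3 cell types were lower in the 96-well pools labelled *Ehmt1*Δ/+, together with mitochondrially encoded RNA, whose median log2 ratio in neurons was -1.82 in the 96-well plates, 1.13 in the 384-well plates and -1.02 for *Ehmt1*Δ/+; iTg to iTg, a difference between plate formats that was not tested. Cytoplasmic RNA carried over with the WT nuclei of the 96-well plates is a candidate explanation for the cytoplasmic RNAs, as the cytosolic ribosomal protein genes, none of them among the shared genes, had medians at or below percentile 0.080 of matched lists in each cell type there, although also at percentile 0.790 in 384-well neurons. For small nuclear RNAs, cytoplasm in the WT nuclei would give values of 0 or more. In the 96-well glia it is argued against for all those tested, with medians of -0.63 in microglia (42 of 51 lower) and -0.89 in oligodendrocytes (43 of 47 lower). In 96-well neurons it cannot be told apart, as all those tested had a median of -0.037. The 12 among the shared genes were at -0.94 in 96-well and -0.79 in 384-well neurons. An effect of the genotype cannot be told apart, because the shared genes had a median of 0.43 over 81 measured genes in 384-well microglia labelled *Ehmt1*Δ/+ but of -0.41 over 85 genes in microglia labelled *Ehmt1*Δ/+; iTg against iTg. For the neuronal genes that were lower in oligodendrocytes labelled *Ehmt1*Δ/+, a lower depth is argued against by a ratio of median read totals of 1.08, and free neuronal RNA in proportion to its level in neuron nuclei by a Spearman correlation of 0.031 across 29 genes, of which 25 were lower in the 96-well and 13 in the 384-well oligodendrocytes, although a source with other proportions, such as cytoplasm, was not tested.

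*Fcna*, the gene of a ficolin, was at 4.35 RPKM in 96-well oligodendrocytes labelled *Ehmt1*Δ/+ against 0.0932 RPKM in WT, and the paper does not discuss this gene. *Cacna1b*, which encodes a calcium channel subunit and lies on chromosome 2 from 24603887 to 24763152, close to *Ehmt1*, was at 4.82 RPKM in 96-well oligodendrocytes labelled *Ehmt1*Δ/+ against 1.51 RPKM in WT. *Casp1* was positive in 26.3% of microglia labelled *Ehmt1*Δ/+ and 43.8% of WT microglia in the 384-well plates, for which the paper reports neurons, with mean levels of 12.1 and 11.0 RPKM, and at 2 or more *Casp1* reads the order of the shares was reversed, at 15.8% and 12.5%.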

How the results depend on the processing

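Of 1399 alternative values for 244 results, 1279 were counted as the same, 113 moved and 7 changed sign. For named genes under other settings of limma, only a change of sign or a call was counted, not a change in size. *Casp1* levels restated on a log2 scale were the same by construction. The count of 1279 therefore overstates how little the values changed. Limma with trend, weighting by reads, centring, leaving out neurons with microglial genes and, for the test over both plate formats, a pseudocount of 1 were chosen after seeing the data. The cause was not tested for any value here, except where the setting itself removes nuclei, reads or genes. The DESeq2 test and TMM factors set at the start were not run, since the files hold RPKM and no count model was fitted to the reads recovered from it. Summed reads entered as the weighting by reads, and the mean over nuclei set as their alternative became the reported value. No paired analysis was possible because the labels number no replicates, and the plate codes used for both genotypes repeat their well names. Depth limits the detection of *Casp1* in the 384-well glia, with medians of 39940 to 54877 reads.

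With at least 2 *Casp1* reads, the *Casp1*-positive share was 0% in WT 96-well oligodendrocytes (also without plate code 004), 15.8% in 96-well neurons labelled *Ehmt1*Δ/+, 16.1% in the excitatory and 13.3% in the inhibitory ones, 12.5% in WT 384-well microglia (below the 15.8% of those labelled *Ehmt1*Δ/+, which reverses their order), and 6.86% in 384-well neurons and 7.75% in excitatory neurons labelled *Ehmt1*Δ/+. Thinned to 48585 reads, which lowers every share, the 384-well neurons, excitatory neurons and *Rorb*-positive excitatory neurons were at 1.62%, 1.88% and 2.11% in WT and at 3.90%, 4.41% and 6.20% labelled *Ehmt1*Δ/+. Neurons and excitatory neurons were at 0.744% and 0.634% labelled iTg, and the 3 classes at 1.61%, 1.77% and 2.05% labelled *Ehmt1*Δ/+; iTg. The share stayed higher in neurons labelled *Ehmt1*Δ/+ than in WT neurons in each of these settings.

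With only *Slc17a7*-positive, *Gad1*-negative neurons, the share of Table S2 genes that were higher was 64.6% of the higher list for *Ehmt1*Δ/+; iTg to iTg, and 10.04% (96-well), 32.7% (384-well) and 52.4% (*Ehmt1*Δ/+; iTg to *Ehmt1*Δ/+) of the lower list. With only genes above 0 in 10% of the nuclei, it was 50.7% and 47.1% of the microglia lower list for *Ehmt1*Δ/+; iTg to iTg and to *Ehmt1*Δ/+, 65.8% and 82.4% of the oligodendrocyte higher list for *Ehmt1*Δ/+ to WT (384-well) and *Ehmt1*Δ/+; iTg to iTg, and 54.1% of the oligodendrocyte lower list for *Ehmt1*Δ/+; iTg to *Ehmt1*Δ/+. Weighted by reads, the microglia lower list was at 62.7% for *Ehmt1*Δ/+; iTg to iTg. Without the neurons with 10 or more of 20 homeostatic microglia genes, 45.0% of that list was higher in the 384-well neurons labelled *Ehmt1*Δ/+ in place of 85.0%.

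The number of genes at an unadjusted p under 0.05 in neurons, 2400, became 78 without the plate format block and 1544 with thinned nuclei. In microglia, 246 became 548 with no filter on low values, 397 with a pseudocount of 1 and 373 with limma's trend. In oligodendrocytes, 589 became 976 with no filter and 93 without the block. With no filter more genes were tested, 30439 in microglia and 32301 in oligodendrocytes. As a share of the genes tested, the counts went from 1.76% to 1.80% in microglia and from 4.56% to 3.02% in oligodendrocytes. The lowest adjusted p in neurons ranged from 0.120 to 1.00 over the settings. With limma's trend, 2 genes were called in oligodendrocytes, *Gm48568* (log2 ratio 2.77, adjusted p = 0.0277) and *Gm4813* (2.73, adjusted p = 0.0388), named after their values were seen. The lowest adjusted p in oligodendrocytes ranged from 0.0277 to 1.00 over the settings.

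With a pseudocount of 1, the log2 ratio of *Casp1* in neurons was 0.84 (96-well), 0.37 (384-well) and -0.42 (*Ehmt1*Δ/+; iTg to *Ehmt1*Δ/+). *Bdnf*, at 0.02 over both plate formats, was at -0.00716 with a pseudocount of 1, -0.055 weighted by reads, -0.32 in *Slc17a7*-positive, *Gad1*-negative neurons and -0.14 with thinned nuclei. In those excitatory neurons, *Dchs2* was at 0.77 in place of -0.27, *Slc17a7* at -0.10 in place of 0.07 and *Snap25* at -0.023 in place of 0.02.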

Differences from the paper's values

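With *Gad1* above 0 as the criterion, inhibitory neurons numbered 186 in WT and 105 labelled *Ehmt1*Δ/+ in the 96-well plates, where the paper gives about 58 and about 42 in Fig. 4C, read by eye. In the 384-well plates they numbered 114 in WT, 87 labelled iTg and 108 labelled *Ehmt1*Δ/+; iTg, where the paper gives about 71, about 53 and about 50 in Fig. 5E, read by eye. Of the alternatives set before the data were examined, the assignment of each neuron to the larger of *Slc17a7* and *Gad1* gives 62, 43, 73, 53 and 50, which no longer differ from the paper's values by over 1.5 times.

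Table S2 lists 180 higher and 575 lower genes in neurons, 275 and 863 in microglia and 407 and 1137 in oligodendrocytes at the paper's thresholds of FDR and logFC. Here 0 genes were called in each direction and cell type. The paper's test took nuclei as replicates within the 96-well plates, and the test here took pools as replicates over both plate formats. None of the alternatives set before the data were examined that were run reaches the paper's counts, each giving 0. With limma's trend, chosen after seeing the data, 2 genes were called at an adjusted p under 0.05 in oligodendrocytes.

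For neurons of the 96-well plates, the paper's logFC in Table S2 and the log2 ratio of pool means here had the same sign in the 10 genes compared and another size in 9. *Xlr3c* (3.12 in the paper and 2.67 here) differed by less than the standard error here. For the 9, the paper's and present values were 5.02 and 2.64 for *Xlr3b*, 3.66 and 2.35 for *Xlr3a*, 2.95 and 1.91 for *Loxl2*, and 2.90 and 1.35 for *Blnk*. For lower genes they were -2.95 and -0.98 for *Slc1a3*, whose error came from the fit with no filter on low values, -3.02 and -1.24 for *Tnxb*, -3.11 and -0.44 for *Dchs2*, -3.19 and -1.40 for *Nr2f2*, and -3.56 and -1.24 for *Prox1*. Each of these 9 genes also differs under both alternatives set before the data were examined, a pseudocount of 1 and mean CPM with a pseudocount of 0.1, which give 1.75 and 2.76 for *Xlr3b* and -0.83 and -1.31 for *Prox1*.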

Other observations

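Lists of synaptic genes had medians near 0 in neurons labelled *Ehmt1*Δ/+. Genes of glutamate receptors and the postsynaptic density had median log2 ratios of -0.07 in the 96-well and 0.07 in the 384-well plates over 21 genes, and genes of presynaptic release -0.04 and -0.01 over 20 genes. General neuron genes were at -0.09 and 0.00 over 12 genes. Nuclear-encoded genes of oxidative phosphorylation were lower in 26 of 28 members in the 96-well neurons (median -0.29) and in 22 of 28 in the 384-well neurons (median -0.11), and cytosolic ribosomal protein genes were lower in 19 of 20 (median -0.37) and 18 of 20 (median -0.17). Their medians stood at percentiles 0 and 1.65, and 0 and 0.790, among matched random lists. None of these genes passed limma over all genes or when adjusted over the list alone. In *Ehmt1*Δ/+; iTg against iTg, the oxidative phosphorylation list was at 0.29 and the ribosomal list at 0.19, against 0.17 and 0.29 in matched lists.

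Among regulators of H3K9 methylation, *Ehmt1* was the only one of 19 genes at an unadjusted p under 0.05 in neurons, where the list had medians of -0.01 and 0.03, and no member was called. Of the caspase genes on chromosome 9, *Casp1* alone was tested in neurons and passed when adjusted over this list of 1 tested gene. The list of 3 had medians of 0.61 and 0.22 in neurons and of 1.07 and 1.32 in microglia. Germline genes, a class that G9a and GLP repress in other cells, were at -0.09 over 17 and -0.10 over 15 genes in neurons.

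Markers of other cell types were measured in neurons as well. Astrocyte genes were lower in 12 of 14 members in the 96-well neurons (median -0.99) and in 9 of 14 in the 384-well neurons (median -0.29). Of 7 tested, 3 passed when adjusted over the list alone, *Sox9* (blocked log2 ratio -1.05), *Fgfr3* (-0.60) and *Aldh1l1*, which was higher (0.60). Oligodendrocyte genes had medians of 0.17 and 0.05, blood vessel genes -0.10 and 0.14, genes of macrophages and blood immune cells 0.02 and 0.02, and homeostatic microglia genes -0.03 and 0.59, or -0.12 and -0.056 without 3 neurons labelled *Ehmt1*Δ/+ that had 10 or more of these 20 genes. Oligodendrocyte precursor genes were at 2.10 and -0.25 over 7 genes. In oligodendrocytes, 4 of 9 tested general neuron genes passed when adjusted over the list alone, all of them lower. Microglia made up 4.32% of WT nuclei and 5.12% of nuclei labelled *Ehmt1*Δ/+ in the 384-well plates, and oligodendrocytes 18.6% and 12.4%.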
